# Impact of human MLL/COMPASS and polycomb complexes on the DNA methylome

**DOI:** 10.18632/oncotarget.2215

**Published:** 2014-07-14

**Authors:** Emily L. Putiri, Rochelle L. Tiedemann, Chunsheng Liu, Jeong-Hyeon Choi, Keith D. Robertson

**Keywords:** DNA methylation, epigenetics, cancer, histone modification, histone methylation

## Abstract

The correlation between DNA methylation and a subset of histone post-translational modifications (positive and negative) has hinted at an underlying regulatory crosstalk between histone marks and DNA methylation in patterning the human DNA methylome, an idea further supported by corresponding alterations to both histone marks and DNA methylation during malignant transformation. This study investigated the framework by which histone marks influence DNA methylation at a genome-wide level. Using RNAi in a pluripotent human embryonic carcinoma cell line we depleted essential components of the MLL/COMPASS, polycomb repressive complex 2 (PRC2), and PRC1 histone modifying complexes that establish, respectively, the post-translational modifications H3K4me3, H3K27me3, and H2AK119ub, and assayed the impact of the subsequent depletion of these marks on the DNA methylome. Absence of H2AK119ub resulted predominantly in hypomethylation across the genome. Depletion of H3K4me3 and, surprisingly, H3K27me3 caused CpG island hypermethylation at a subset of loci. Intriguingly, many promoters were co-regulated by all three histone marks, becoming hypermethylated with loss of H3K4me3 or H3K27me3 and hypomethylated with depletion of H2AK119ub, and many of these co-regulated loci were among those commonly targeted for aberrant hypermethylation in cancer. Taken together, our results elucidate novel roles for polycomb and MLL/COMPASS in regulating DNA methylation and define targets of this regulation.

## INTRODUCTION

Cytosine methylation and histone post-translational modifications create a complex epigenetic system required for the regulation and maintenance of gene expression programs that specify cell state (i.e., pluripotent and differentiated cell states). Determining how CpG methylation and histone marks cooperate to instruct normal cell expression programs and how this cooperation breaks down in human disease is an important area only just beginning to be understood. Numerous histone modifications involved in transcriptional regulation have been identified [1]. Three such marks are monoubiquitination of histone H2A lysine 119 (H2AK119ub), histone H3K27 trimethylation (H3K27me3), and H3K4me3. H2AK119ub and H3K27me3 are typically linked to transcriptional repression and are mediated by the Polycomb group (PcG) Repressive Complexes, PRC1 and PRC2, respectively. PcG proteins regulate gene expression programs for developmental processes such as ESC pluripotency, cell fate decisions, and tissue patterning [2], and PcG binding and aberrant repression of tumor suppressor target genes facilitates cancer stem cell maintenance in many tumor types [3]. H3K27me3 is established by the histone methyltransferase enhancer of zeste homolog 2 (EZH2), but EZH2's catalytic activity is dependent on embryonic ectoderm development (EED) and suppressor of zeste 12 (SUZ12) [4, 5]. At some loci, PRC2 recruits PRC1 for ubiquitination of H2AK119, but PRC1 can function independently of PRC2 and H3K27me3 [6, 7]. PRC1 core components include RING1 & RING2 (RNF2), the RING-finger domain protein BMI1, and the polyhomeotic homologs PHC1-3 [8]; PRC1 ubiquitination of histone H2A is dependent on the E3-ubiquitin ligase subunit RING1B [6, 8]. In addition to PRC1's ubiquitination activity, PRC1 complexes may include one of several chromobox homologs, including CBX4, which possesses SUMO E3 ligase activity [9]. Although sumoylation targets of CBX4 are limited, known substrates include the transcriptional repressor C-terminal binding protein (CtBP) [9], DNA methyltransferase 3A (DNMT3A) [10], and BMI1 [11]. Sumoylation of CBX4 itself also facilitates binding of PRC1 to H3K27me3 [12]. H3K4me3 is associated with active transcription and is written by the MLL/COMPASS group of SET-domain histone methyltransferases, whose activities depend on interactions with WDR5, RBBP5, and ASH2 [13]. Gene promoters occupied by H3K4me3 generally lack repressive PcG marks, except at bivalent promoters in stem cells in which H3K4me3 and H3K27me3 coexist and are believed to facilitate transcriptional plasticity during differentiation [14].

Normal vertebrate cells display distinct patterns of genome-wide CpG methylation. Most CpGs exhibit a “default” methylated state, except in CpG islands (CGI), which are CpG-dense regions [15-17]. Many gene promoters are associated with CGI, which under normal conditions typically remain hypomethylated. Promoter CGI methylation is an impediment to transcriptional activity, and aberrant DNA hypermethylation is a key mechanism for tumor suppressor gene silencing in cancer cells. CpG methylation is established by the DNA methyltransferases, DNMT1, DNMT3A, and DNMT3B. DNMT3A and DNMT3B are *de novo* methyltransferases that establish new cytosine methylation patterns during cell fate specification [18]. DNMT1 maintains DNA methylation fidelity by copying CpG methylation patterns to the nascent strand during DNA replication [19].

Evidence suggests a functional crosstalk between DNA methylation and histone marks. Establishment of new DNA methylation patterns by DNMTs are histone modification-dependent: CpG-rich promoters marked by H3K27me3 in normal cells recruit DNMTs to induce *de novo* DNA methylation in cancer cells [20, 21], and H3K4me3 inhibits DNMT3L binding to the histone H3 N-terminus, an interaction required for DNMT3A and DNMT3B activity [22, 23]. Likewise, the presence of H3K4me3 is inversely correlated with DNA methylation at promoters of highly active genes [22]. Second, DNA methylation patterns provide feedback for histone modifing activities. EZH2 specifically binds and occupies unmethylated CGI [24], and globally hypomethylated DNMT1−/− cells display dramatic redistribution of H3K27me3 and loss of PRC2 occupancy at normal PcG target genes [25]. Finally, alterations in histone modification patterns in cancer cells correspond with aberrant DNA methylation patterns. For instance, loci with bivalent H3K4me3 and H3K27me3 marks in pluripotent stem cells are prone to acquiring promoter hypermethylation in progenitor cells that become transformed [14, 26]. Thus, histone modification occupancy and DNA methylation patterns are clearly interdependent; yet the mechanistic underpinnings of these relationships and whether they are direct or indirect remains unknown.

The goal of this study was to determine how histone modifications functionally interface with, or regulate, genome-wide CpG methylation patterns. We interrogated the functional impact of MLL/COMPASS, PRC1, and PRC2 complexes on the human DNA methylome as these three marks have the strongest associations with DNA methylation. Our results show that both MLL/COMPASS and PRC2 prevent DNA methylation, predominantly at CGI and promoters. PRC1 promotes DNA methylation at CGI and many of the same promoter targets regulated by MLL/COMPASS and PRC2. Overall, MLL/COMPASS and polycomb complexes epigenetically regulate loci susceptible to DNA hypermethylation in cancer cells, and the opposing activities of PRC1 and MLL/COMPASS and PRC2 likely serve to establish and/or maintain a chromatin environment that finely regulates both pro- and anti-DNA methylation recruitment signals at these epigenetically metastable loci. This study constitutes a comprehensive genome-wide analysis of the impact of MLL/COMPASS and PcG functions on DNA methylation and unveils an unexpected role for PRC2 in preventing CGI hypermethylation that may have important mechanistic implications for how abnormal DNA methylation patterns arise in tumors, especially those driven by mutations in epigenetic modifiers.

## RESULTS

### MLL/COMPASS activity protects CpG islands and bivalent promoters from DNA hypermethylation

To study the impact of MLL/COMPASS on DNA methylation, we targeted WDR5, a component essential for all MLL/COMPASS complexes to bind the histone H3 N-terminal tail [27], for siRNA-mediated depletion using the human embryonic carcinoma cell line (ECC) NCCIT as a model system. NCCIT is a nonseminomatous germ cell-derived teratoma that exhibits characteristics of pluripotent cells, in that it can be induced to differentiate into embryonic germ layers, and the NCCIT transcriptome resembles that of human embryonic stem cells (ESC) [28, 29]. Depletion of H3K4 methylation has previously been shown to increase total genomic cytosine methylation levels using *Saccharomyces cerevisiae* as a model system [22], but the existence of a direct link between H3K4me and DNA methylation in the human genome remains unknown. We therefore asked whether depletion of H3K4me3 by siRNA against WDR5 (siWDR5) would result in DNA hypermethylation, if indeed these two epigenetic marks are functionally interrelated. A non-targeting control siRNA (siNTC) was used for comparison. Transfection with siWDR5 generated ~70% depletion of the target mRNA (Fig. 1A) and >95% depletion of the target protein (Fig. 1B). Depletion of WDR5 eliminated H3K4me3, and reduced H3K4me2 dramatically (Fig. 1B). Total H3K4me1 was unaffected by WDR5 depletion (Fig. 1B). Treatment with siWDR5 had little impact on expression of DNMTs or pluripotency factors (Fig. 1A).

**Figure 1:**
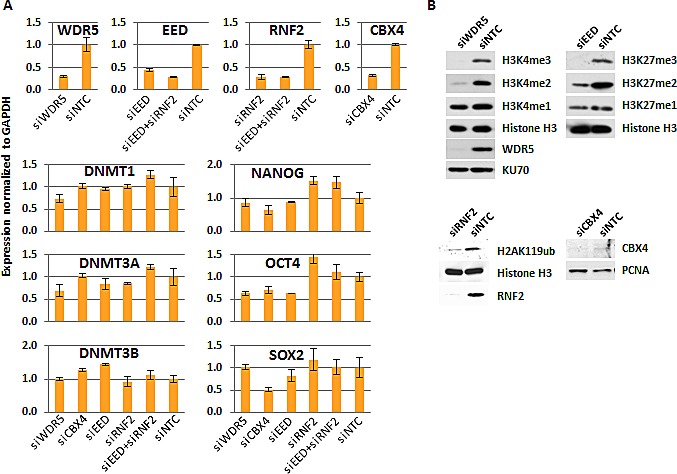
Validation of the approach for H3K4me3, H3K27me3, H2AK119ub, and CBX4 depletions (A) Gene expression measured by QRT-PCR normalized to GAPDH and relative to siNTC for each targeted siRNA depletion. Expression of the DNMTs and pluripotency regulators in each siKD condition is also shown. (B) Western blot of cell extracts from targeted-siRNA depleted cells and siNTC control treated cells for histone marks and protein targets as indicated. EED western blot is not shown because the antibody failed to detect a single, specific band (not shown).

Affinity purification of methylated DNA using the methyl binding domain of MBD2, followed by high-throughput sequencing (5mC-seq) was used to identify fragmented genomic DNA enriched in CpG methylation [17], and peaks of DNA methylation were called for siWDR5 and siNTC treated cells. Scatterplots of methylation levels for all identified peaks revealed both hypo- and hypermethylation of many loci with low basal levels of methylation (Fig. 2A, blue arrows), but loci with moderate to high levels of methylation tended to become hypermethylated (in Fig. 2A note the “clearing” marked by the green arrow, and the increased methylation marked by the red arrow). 5mC tag density plots across gene bodies revealed an overall hypomethylation effect on the genome resulting from WDR5 depletion (Fig. 2B). Thus, hypermethylation observed in the scatterplots must affect either a subset of genes/features or intergenic regions. Indeed, after counting genes with differentially methylated peaks, more than 10,000 genes showed hypomethylation in gene bodies, but a large proportion of gene promoters were hypermethylated (Fig. 2C). CGI showed robust hypermethylation (Fig. 2C). Nearly 10% of promoter CGI were hypermethylated and 36% of intragenic CGI were hypermethylated (Fig. 2D,E). In contrast to CGI, CGI shores became mostly hypomethylated upon siWDR5-depletion, and CGI shores in promoters or gene bodies were equally impacted (Fig. 2D). Since inhibition of WDR5 impacts H3K4me3, we examined the relationship between hypermethylated promoters in siWDR5-treated cells and promoters marked with H3K4me3 determined by previously published NCCIT H3K4me3 ChIP-seq data [17]. Only a subset of siWDR5 hypermethylated promoters had H3K4me3 (883 out of 2184) prior to WDR5 knockdown. Of these hypermethylation events, 77% (24% greater than expected) occurred at bivalent H3K4me3+H3K27me3 loci, but H3K4me3 monovalent promoters were underrepresented among hypermethylated H3K4me3-marked promoters in siWDR5 cells (Fig. 2F). Bivalent promoters impacted by DNA hypermethylation in WDR5-depleted cells included genes with functions involved in cell-cell signaling, G-protein signaling, neuronal fate, and synaptic transmission (Fig. 2G), and included genes such as those encoding the transmembrane protein *TSPAN2*, the oncogene *MAZ*, and the tumor suppressor gene *EIF4E3* (Fig. 2H). We sought to further independently confirm our novel findings related to siWDR5-induced DNA hypermethylation, therefore we applied siNTC and siWDR5 DNA to the Infinium 450k array, which interrogates methylation at single CpG resolution using bisulfite conversion at sites spread throughout the genome [30]. Results from this experiment demonstrate that CGI hypermethylation in siWDR5 detected by the Infinium 450k array is a significant subset of that detected by 5mC-seq. Furthermore, the 5mC-seq observation for siWDR5 in which hypomethylation is predominantly observed at non-CGI loci and hypermethylation is observed at CGI is supported by the Infinium 450k results (Supp. Fig. 1). Methylated DNA immunoprecipitation (MeDIP) coupled to qPCR was also used as validation of the 5mC-seq results, and further confirms several WDR5 depletion-induced DNA methylation changes predicted by the 5mC-seq (Supp. Fig 2). Loci that lost DNA methylation upon WDR5 depletion tended not to be enriched for H3K4me3, but rather were more linked to the presence of H3K27me3 and H2AK119ub (Supp. Fig 3A). In summary, the presence of H3K4 methylation inhibits DNA methylation specifically at promoters and CGI, and this inhibitory function is strongest at bivalent promoters compared to monovalent H3K4me3 promoters. Hypomethylation upon WDR5 knockdown may result from redistribution of the DNA methylation machinery from repressed PcG-marked loci to regions previously protected by H3K4me3. These data therefore demonstrate an active role for H3K4me3 in restricting DNA methylation within certain regions of the genome.

**Figure 2:**
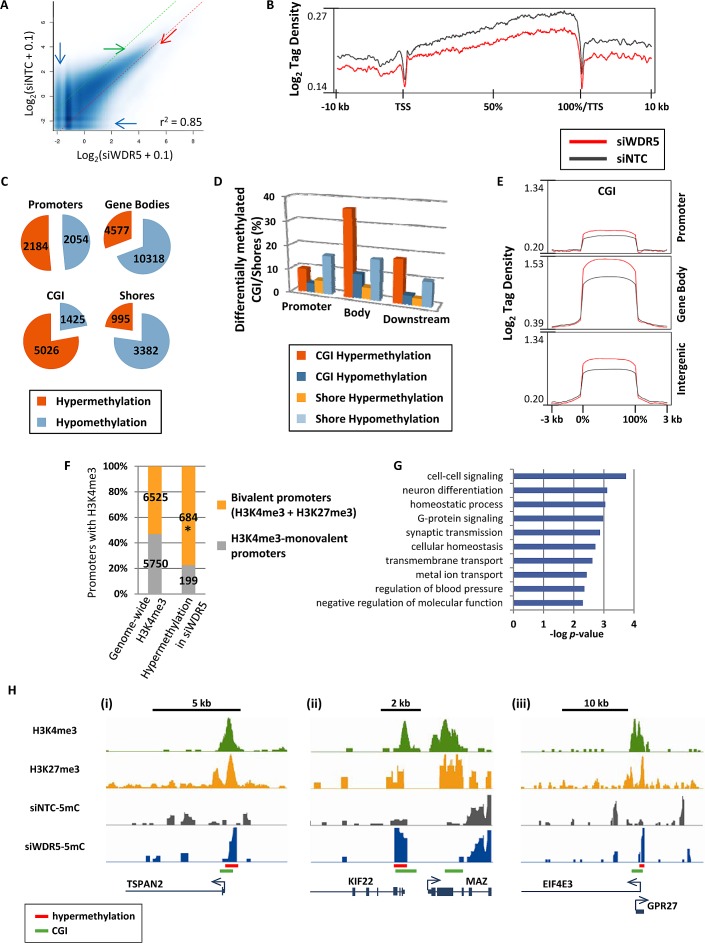
Disruption of MLL/COMPASS complex and H3K4 methylation induces DNA hypermethylation at CGI and bivalent promoters (A) Scatterplots for peaks of 5mC called by SICER [41] in siWDR5 treated cells. Methylation enrichment levels for all sequenced loci are plotted on the X-axis (for siWDR5 treatment) and Y-axis (for siNTC). Dotted green and red lines represent limits for 2-fold hypomethylation and hypermethylation, respectively. Pearson's correlation coefficient is shown. (B) 5mC-tag density plot across all genes from −10 kb upstream of the transcription start site (TSS) to +10 kb downstream of the transcription termination site (TTS). Genes are normalized for length and shown as a percentage with 0% as the TSS and 100% as the TTS. (C) Pie charts for genes with decreased and increased 5mC in promoters, gene bodies, CGI, and CGI shores. Pie pieces represent the total number of genetic features with 2-fold or greater hypermethylation or hypomethylation. (D) Bar graph showing the proportion of CGI and shores in promoters, gene bodies, and gene 3'ends that become hyper- or hypomethylated in siWDR5 treated cells. (E) Log_2_ tag density plots of methylation for CGI in promoters, gene bodies, and intergenic regions. (F) Graph illustrates the proportion and number of H3K4me3-monovalent and bivalent promoters within the entire genome and those that become hypermethylated specifically in siWDR5-treated cells. * indicates that the proportion is greater than expected with p < 0.0001. (G) Ontology analysis of siWDR5-hypermethylated bivalent genes. (H) Examples of bivalent promoters that become hypermethylated in siWDR5-treated cells: *TSPAN2* (i), *MAZ* (ii), and *EIF4E3* (iii). Top two tracks are from previously published ChIP-seq data in unperturbed NCCIT [17]; bottom tracks are 5mC data from siRNA knockdown samples. All 5mC-seq tracks are presented on the same y-axis scale (minimum and maximum y-axis values are: 0 to 1.11 for *TSPAN2*, 0 to 1.21 for *MAZ*, and 0 to 1.21 for *EIF4E3*).

### PcG complexes promote and inhibit DNA methylation; PRC2 specifically protects CGI from DNA hypermethylation

To understand the impact of PcG function on DNA methylation globally, we again used siRNA to deplete a component essential to each PcG complex's catalytic activity. SiRNA against EED was used to inhibit PRC2 activity, RNF2 siRNA was used to target the ubiquitination activity of PRC1, and CBX4 was targeted by siRNA to elucidate the impact of its sumoylation activity (or other possible functions like DNMT interaction [10, 31]) on DNA methylation. Each siRNA treatment yielded 55-75% reduction of the targeted mRNA (Fig. 1A). SiRNA treatments were assessed for their impact on changes in DNMT expression, which remained relatively stable (Fig. 1A). Pluripotency markers were also unaffected, except for SOX2 expression, which was reduced by half in siCBX4 treated cells (Fig. 1A). Treatment of NCCIT cells with siEED nearly eliminated H3K27me3, H3K27me2 was partially depleted, and H3K27me1 was unaffected relative to the siNTC control (Fig. 1B). SiRNF2 treatment reduced H2AK119ub by more than 80% and siCBX4 successfully reduced both its mRNA and protein level (Fig. 1). Following 5mC-seq analysis of each of these siKDs, we observed that CBX4 depletion caused an overall trend toward hypermethylation throughout the genome (Fig. 3A,i, blue arrows), which was readily apparent across gene bodies (Fig. 3B). The exception to this overall siCBX4-induced DNA hypermethylation trend occurred at high CpG-density promoters (HCP), CGI, and CGI shores, which lost DNA methylation (Fig. 4A-C). Treatment with siEED resulted predominantly in hypomethylation of loci with low to moderate basal levels of methylation (Fig 3A,ii, blue arrows) but caused hypermethylation at a subset of loci. On average, gene bodies and promoters with low CpG density were hypomethylated under these conditions, but CGI and a subset of high CpG density promoters were targeted for DNA hypermethylation in siEED-cells (Fig. 4A-C). Reduction of RNF2 or a combination of EED and RNF2 resulted in widespread hypomethylation throughout the genome, including gene bodies and CGI (Fig. 3A,B; Fig. 4A-C). The result that dual siEED+siRNF2 depletion was similar to siRNF2 single depletion suggests that RNF2 depletion suppresses the hypermethylation effect of EED depletion. Across all siRNA depletion samples (CBX4, EED, RNF2, and EED+RNF2), CGI within gene bodies experienced the highest proportion of hypo- and hypermethylation events compared with promoter CGI and CGI located to the 3'end of genes (Fig. 4D,E). In summary, CBX4 functions to limit DNA methylation levels while EED and RNF2 generally promote DNA methylation, except at CGI where CBX4 promotes DNA methylation and EED (and by inference H3K27me3) promotes a hypomethylated state.

**Figure 3:**
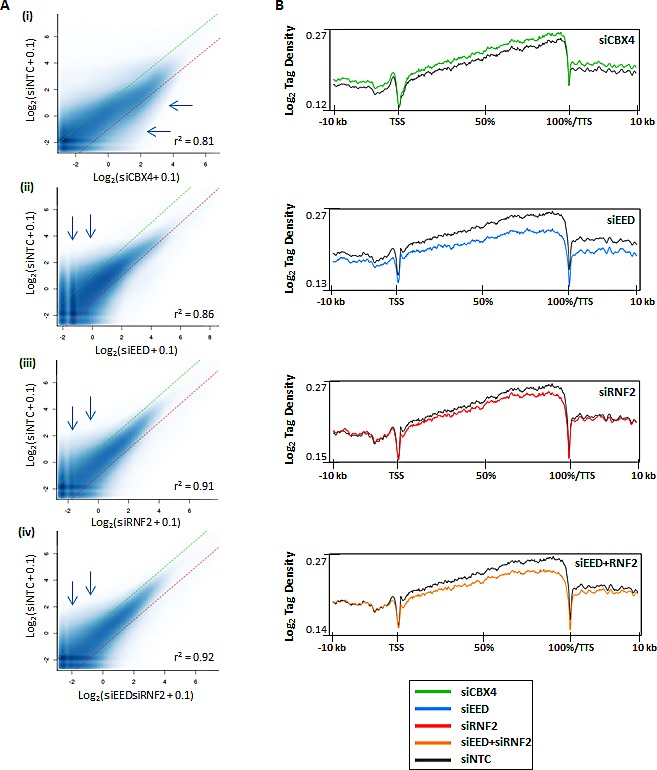
Differential DNA methylation in polycomb complex function-depleted cells (A) Scatterplots for peaks of 5mC called by SICER [41]. Methylation enrichment levels for all sequenced loci are plotted on the X-axis (for siRNA treatment) and Y-axis (for siNTC). Dotted green and red lines represent limits for 2-fold hypomethylation and hypermethylation, respectively. Pearson's correlation coefficient is shown. (B) 5mC-seq tag density plots across all genes from -10 kb upstream of the transcription start site (TSS) to +10 kb downstream of the transcription termination site (TTS). Genes are normalized for length and shown as a percentage with 0% as the TSS and 100% as the TTS.

**Figure 4:**
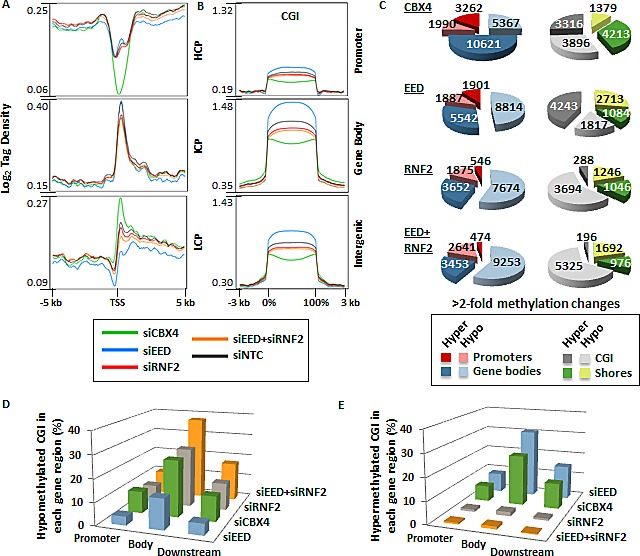
Impact of PRC1 and PRC2 depletion on DNA methylation patterns (A) Tag density plots of methylation from −5 to +5 kb across gene promoters at high CpG density loci (HCP), intermediate CpG density loci (ICP), and low CpG density loci (LCP) as defined in [43]. (B) Tag density plots of methylation across CGI located in promoters, gene bodies, and intergenic regions. (C) Pie charts for genes with >2-fold decreased and increased 5mC in promoters, gene bodies, CGI, and CGI shores. (D-E) Bar graphs illustrate the proportion of CGI in promoters, gene bodies, and downstream of genes that become hypomethylated (D) or hypermethylated (E) in each siRNA depletion.

### PcG complexes have the greatest impact on DNA methylation at loci marked by both H3K27me3 and H2AK119ub

We next investigated the loci targeted by PcG complexes in greater detail. Given that disruption of PcG complexes impacts PRC targeted histone marks (Fig. 1B), we asked whether hyper- and hypomethylation events occurred at loci with these marks. Hypomethylation in siRNF2 and in siEED+RNF2 treated cells was more likely to occur at loci with both PRC1 and PRC2 marks (H3K27me3 and H2AK119ub) and less likely to occur at loci marked with only H2AK119ub (Fig. 5A). Similarly, hypermethylation induced by siCBX4 or siEED treatments disproportionally impacted loci with both H3K27me3 and H2AK119ub (Fig. 5A). H3K4me3 monovalent promoters were anti-correlated with promoter hypo- or hypermethylation, but bivalent promoters were not significantly susceptible to nor excluded from PRC-depletion-induced methylation changes (Supp. Fig. 3B). Thus, H3K27me3 and H2AK119ub together create a chromatin landscape predisposed, or permissive, to DNA methylation changes, where depletion of RNF2 is sufficient for DNA hypomethylation and depletion of EED function permits DNA hypermethylation (albeit only in the presence of functional RNF2).

**Figure 5:**
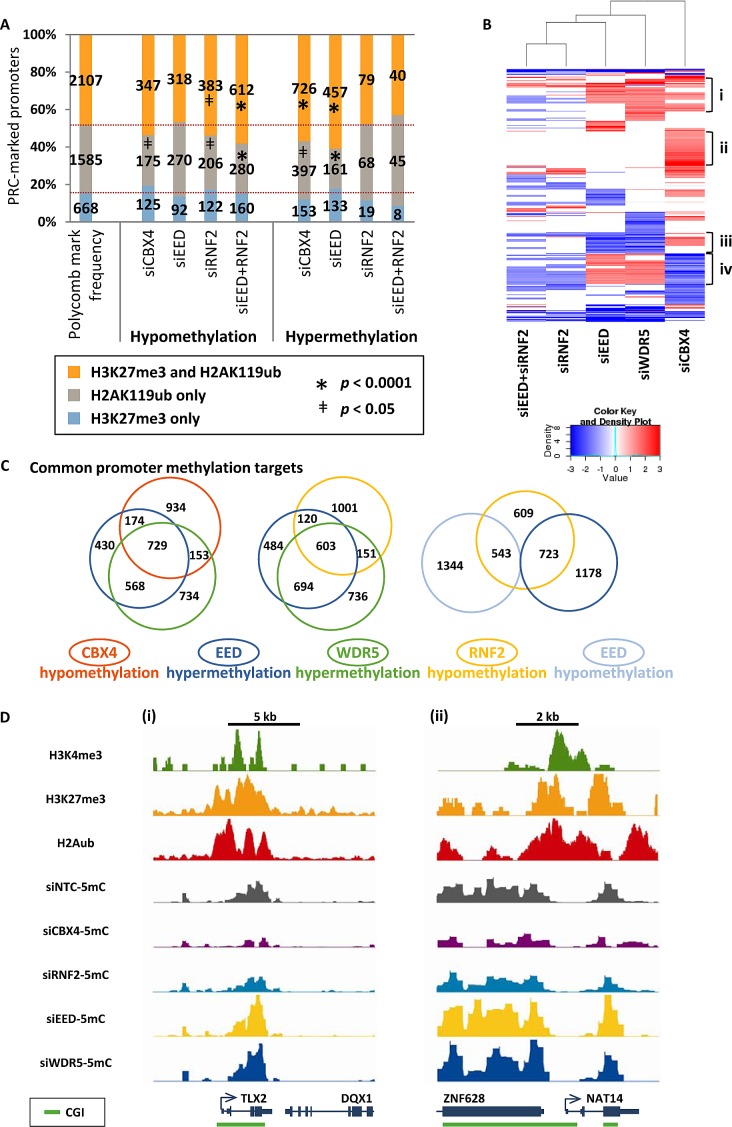
Selective epigenetic co-regulation of DNA methylation at target genes by PcG complexes (A) Graph illustrates the frequency and number of promoters marked exclusively with H3K27me3, marked exclusively with H2AK119ub, or marked with both H3K27me3 and H2AK119ub. Shown are the frequencies of these promoters among all promoters in the genome and among those promoters that become hypo- or hypermethylated in each of the siRNA knockdown samples in NCCIT cells. Promoters with methylation changes that are over- or underrepresented among those with the given chromatin marks are designated with * when *p* < 0.0001 or ǂ when *p* < 0.05. (B) Heat map of hierarchical clustering of promoter hypomethylation and hypermethylation events shown as log_2_ methylation changes. (C) Area proportional Venn diagrams illustrating overlapping promoter hypermethylation and hypomethylation events. *p* < 0.0001 for all depicted overlapping subsets using a two-tailed Fisher's exact test. (D) Examples of promoters in the (i) *TLX2* and (ii) *NAT14* genes that are hypomethylated in siRNF2 and siCBX4 samples but hypermethylated in siEED and siWDR5 samples. Top three tracks are from previously published ChIP-seq data in unperturbed NCCIT cells [17]; bottom tracks are 5mC-seq data from siRNA KD samples. All 5mC-seq tracks are presented on the same y-axis scale (minimum and maximum y-axis values are: 0 to 7.43 for *TLX2*, and 0 to 6.60 for *NAT14*).

The finding that loci with both H3K27me3 and H2AK119ub were most susceptible to DNA methylation changes in all PcG knockdowns suggested that common targets among the samples might exist. Hierarchical clustering revealed several subsets of promoters targeted for DNA hypo- and hypermethylation (Fig. 5B). Four clusters stand out among the differentially methylated promoters. First is a cluster of promoters that are hypermethylated in two or more of siEED, siCBX4, or siWDR5 depletions (Fig. 5B,i); these genes are enriched for processes involved in cell-cell signaling and glycosylation (Supp. Fig. 3C,i). Second is a large set of promoters exclusively hypermethylated by siCBX4 treatment (Fig. 5B,ii), which are involved in neuromuscular biology and post-embryonic development (Supp. Fig. 3C,ii). A third set of promoters become hypomethylated in both siEED and siWDR5 depletions (Fig. 5B,iii), and these are characterized by genes involved in chromosome condensation (Supp. Fig. 3C,iii). Last is an intriguing subset of promoters hypomethylated in siCBX4 and/or siRNF2 treatments but hypermethylated in siEED and/or siWDR5 treatments (Fig. 5B,iv). This last set of genes is representative of processes such as germ cell and reproductive development and meiosis (Supp. Fig. 3C, iv). In general, promoter hypomethylation induced by either siCBX4 or siRNF2 treatment was strongly associated with hypermethylation induced by siEED or siWDR5, suggesting co-regulation of DNA methylation by PcG and MLL/COMPASS complexes at a common set of target promoters (Fig. 5C). Furthermore, a significant proportion of hypomethylated promoters in siRNF2-treated cells were either hypo- or hypermethylated under EED siRNA depleted conditions suggesting functional co-targeting by PRC1 and PRC2 (Fig. 5C). Co-regulated genes included N-acetyltransferase 14 (*NAT14*) and T-cell leukemia homeobox 2 (*TLX2*), which were hypermethylated by loss of WDR5 or EED, but hypomethylated under conditions of CBX4 or RNF2 depletion (Fig. 5D). Thus overall, polycomb repressive and MLL/COMPASS complexes co-regulate the epigenetic landscape of a common set of target genes, where EED and WDR5 prevent DNA hypermethylation and RNF2 and CBX4 promote DNA methylation.

### Select polycomb complex-repressed genes experience promoter hypomethylation and gene activation upon PcG depletion

Microarray expression analysis was performed for all siRNA depletion conditions to assess the impact of MLL/COMPASS and PRC1/PRC2 perturbations on gene expression (Supp. Fig. 4A). 

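NCCIT cells, a human embryonal carcinoma line, were transfected with siRNA, and 250 ng of RNA was hybridized to each Affymetrix Human Gene ST array. The 12 arrays examined here comprise 2 each for siWDR5, siEED, siRNF2, the dual siEED+RNF2, siSETD2 and the non-targeting control siNTC. SETD2 is the H3K36 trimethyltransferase, and its knockdown arrays are labelled in the series but not mentioned in the paper's text. For the other conditions the paper gives transfection at 24 h and 48 h after seeding and harvest at 96 h. The siNTC arrays are labelled as a re-analysis. The values deposited by the authors are on the log2 scale, and the submitters' processing notes name GCRMA and Partek, so background correction and normalization between arrays were done before deposit. Values ran from 3.18 to 15.0, with medians of 6.29 to 6.36 per array. Replicate arrays correlated at 0.9960 to 0.9970 across transcript clusters, above the 0.9952 of the closest arrays from different conditions. The highest correlation with an array of another condition was 0.9934 to 0.9952 for siWDR5, siEED, siRNF2 and siEED+RNF2, and 0.9898 to 0.9905 for siSETD2 and siNTC. Neither the paper nor the labels say whether replicates were separate cultures, so p-values measure the spread between these arrays, and 2 arrays per condition limit the precision. Transcript clusters annotated with a single gene were used, the brightest standing for its gene, which gave 18417 genes. Each knockdown was compared with siNTC by limma in a single fit over the 12 arrays, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The deposited normalization and the choice of siNTC as the reference can change these numbers, and both were varied.

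The siRNA targets were lower in their own knockdowns. WDR5 was 8.39 and 8.24 in the siWDR5 arrays and 9.48 and 9.58 in siNTC, a log2 fold change of -1.21 (standard error 0.07, adjusted p = 4.3e-07 from limma), so that 43.1% of the signal was left. EED, the PRC2 subunit that binds H3K27me3, was 8.25 and 8.14 in siEED, 7.93 and 7.82 in siEED+RNF2, and 9.55 and 9.43 in siNTC. Its log2 fold change was -1.29 in siEED (standard error 0.08, adjusted p = 6.4e-07 from limma) and -1.61 in siEED+RNF2 (standard error 0.08, adjusted p = 5.3e-08 from limma). EED was also lower in siRNF2, by a log2 fold change of -0.66 (adjusted p = 5.4e-05 from limma), and did not reach the fold threshold in siWDR5 at -0.54 or in siSETD2 at -0.42. Without siWDR5 replicate 2 (-0.63) or siNTC replicate 2 (-0.60) it reached it in siWDR5. SETD2 was 9.01 and 9.08 in siSETD2 and 10.8 in both siNTC arrays, a log2 fold change of -1.75 (standard error 0.07, adjusted p = 1.1e-08 from limma). The transcript targeted by siRNF2 was not analysed here.

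**Figure D1:**
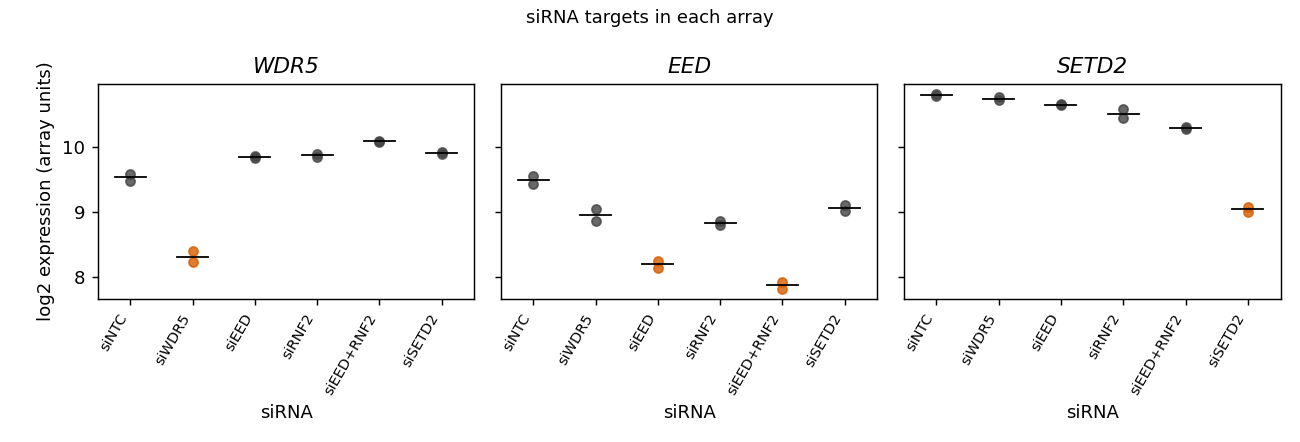
Log2 expression of WDR5, EED and SETD2 in each of the 12 arrays, by siRNA. Each point is an array, each bar is the mean of the 2 arrays of a condition, and orange marks the knockdowns directed at that gene. EED lies at 7.93 and 7.82 in siEED+RNF2 against 9.55 and 9.43 in siNTC.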

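Genes of the ATF4 amino acid response, which encode amino acid synthesis enzymes, amino acid transporters and stress regulators, rose in siWDR5, siEED, siRNF2 and siEED+RNF2. Of 45 measured genes on this list, 29 rose in siWDR5, 35 in siEED, 38 in siRNF2 and 39 in siEED+RNF2, with median log2 fold changes of 0.91, 1.11, 1.19 and 1.14. None passed the test as lower in these knockdowns with limma, while at an unadjusted p under 0.05 and any fold 1, 1, 1 and 2 genes were lower. PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, rose by a log2 fold change of 2.54 in siWDR5, 3.09 in siEED, 3.68 in siRNF2 and 3.50 in siEED+RNF2. INHBE, an inhibin beta chain, rose by 2.47, 3.39, 4.19 and 3.90 in the same order, and DDIT4, an inhibitor of mTORC1, by 2.56, 3.10, 3.35 and 3.32. In siSETD2, 1 gene of the list rose (DDIT4, 1.48) and 3 fell, among them CHAC1 (-0.59), which acts in glutathione degradation and falls short of the threshold (-0.57) with arrays centred on their median over all transcript clusters, an alternative chosen after the data had been seen.

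Genes of cholesterol synthesis and uptake fell in part. Of 19 measured, 3 were lower in siWDR5, 7 in siEED, 11 in siRNF2, 8 in siEED+RNF2 and 3 in siSETD2, and 1 was higher in siRNF2 and in siEED+RNF2. HMGCS1, which makes HMG-CoA for this pathway, had log2 fold changes of -0.61 in siWDR5, -1.18 in siEED, -2.44 in siRNF2 and -1.58 in siEED+RNF2. With arrays centred on their median over all transcript clusters it fell short of the threshold in siWDR5 (-0.57). Of 34 genes of mitosis, 3 fell in siWDR5, 7 in siEED, 11 in siRNF2 and 20 in siEED+RNF2, and PTTG1, which encodes securin, rose in siWDR5 (0.75). With each array centred on its median over the genes, 10 fell in siEED and 17 in siRNF2. The difference of siEED+RNF2 from the single knockdowns also fell with gene length (Spearman's rho -0.22 across 18091 genes, which are not independent replicates). CENPE, a kinetochore motor, had log2 fold changes of -1.13, -1.18, -1.44 and -2.40, and ASPM, a spindle pole protein, of -0.85, -0.90, -1.48 and -2.11. None of the mitosis genes passed the test in siSETD2 with limma, where at an unadjusted p under 0.05 10 were higher and 9 lower.

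Every comparison uses the same 2 siNTC arrays, so a departure of these arrays would move a gene alike in all 5 knockdowns. In all 5, 82 genes were called higher and 86 lower. DPPA3, a germ cell and pluripotency marker, had log2 fold changes from 1.41 in siWDR5 to 2.10 in siSETD2. IFITM1, an interferon-induced membrane protein, was higher by 1.03 in siWDR5 and 1.45 in siEED+RNF2, and A2M, a secreted protease inhibitor, was lower by log2 fold changes of -2.13 in siWDR5 and -3.02 in siSETD2. In all, 1108 genes were called in siWDR5, 1173 in siEED, 1875 in siRNF2, 2120 in siEED+RNF2 and 1072 in siSETD2.

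The lists were fixed before the arrays were examined but after the top of Supplementary Table 3 had been read. No list, the ATF4, cholesterol and mitosis lists included, can therefore be taken as independent of that table. Adjusted over the list alone, the counts of the ATF4, cholesterol and mitosis lists were the same. So were those of the other lists named below apart from small nucleolar RNA genes. With limma's camera and a preset correlation of 0.01, the ATF4 list was higher in siWDR5, siEED, siRNF2 and siEED+RNF2, and it held with an estimated correlation (adjusted p = 0.0053, 0.0035, 0.0050 and 0.0068). The calls of lower cholesterol genes were lost with an estimated correlation (adjusted p = 0.48, 0.37, 0.088 and 0.37), and so were those of mitosis (adjusted p = 0.60, 0.37, 0.35 and 0.37).

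**Figure D2:**
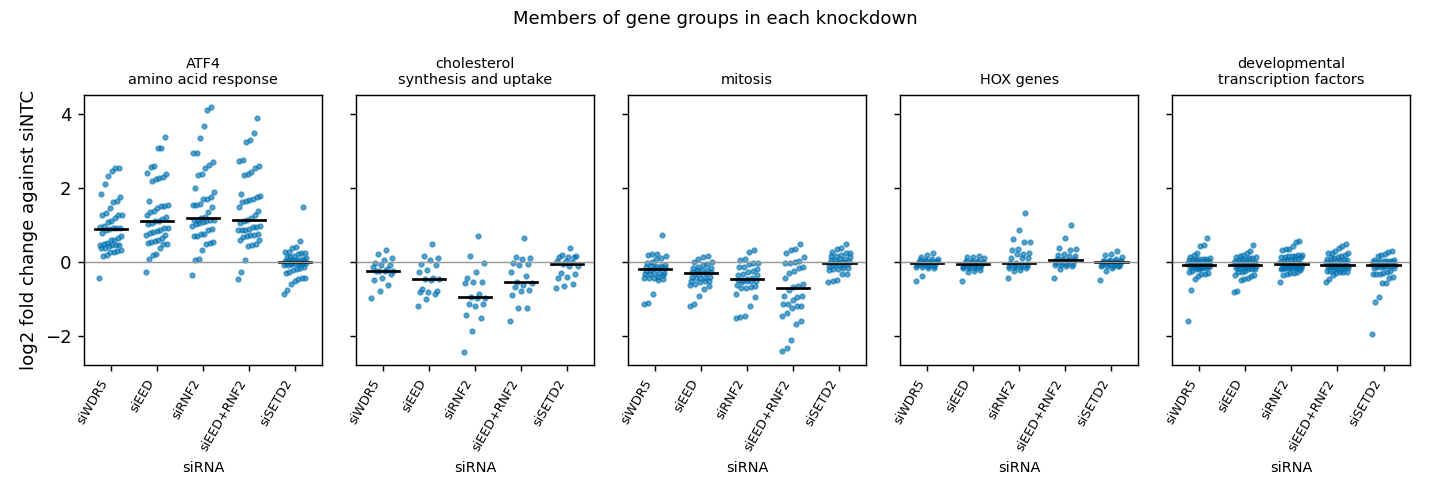
Log2 fold change against siNTC (vertical axis) of each measured member of 5 gene lists, by knockdown. Points are genes and bars are medians over the members. The ATF4 list has medians of 0.91 in siWDR5, 1.11 in siEED, 1.19 in siRNF2 and 1.14 in siEED+RNF2, and of 0.01 in siSETD2.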

All siRNA knockdown conditions resulted in both gene activation and repression events. 

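HHIP, which binds and inhibits hedgehog ligands, rose by a log2 fold change of 3.43 in siEED (standard error 0.08, adjusted p = 3.3e-10 from limma) and 2.99 in siRNF2 (standard error 0.08, adjusted p = 3.7e-10 from limma). GREB1L (2.92) and CRABP2 (2.39), a retinoic acid binding protein, were among the 10 largest increases in siEED. LAMP3, a lysosomal membrane protein, rose by 4.27 in siRNF2 (standard error 0.15, adjusted p = 2.8e-09 from limma). GDF15 (4.11), a stress-induced cytokine, TAC1 (4.06), the precursor of substance P, RASSF4 (3.45) and CLGN (3.12) were also among the 10 largest increases in siRNF2. DLK1, an imprinted gene, was higher by 1.62 in siEED, 1.37 in siRNF2 and 1.84 in siEED+RNF2.

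DUSP6, a phosphatase of ERK, had a log2 fold change of -2.46 in siEED (standard error 0.09, adjusted p = 1.1e-08 from limma), -1.87 in siRNF2 and -2.29 in siEED+RNF2, and EGR1 and SPRY4 were lower by -1.42 and -0.74 in siEED and -2.13 and -0.81 in siRNF2. Of 12 ERK targets, 3 fell in each of the 3 knockdowns and 1 rose in siRNF2, and camera did not call the list (adjusted p = 0.057, 0.13 and 0.27). THY1 (-1.56), FLT1 (-1.54) and RAB25 (-1.73) were lower in siEED, and LYVE1 (-2.33), HMGCS1 and MSMO1 (-1.87), both of cholesterol synthesis, were lower in siRNF2. In siEED+RNF2 the lowest log2 fold changes included those of A2M (-2.57), ZNF729 (-2.42), CENPE and KIF20B (-2.32), a kinesin of cytokinesis.

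Of 27 HOX genes measured, 3 rose in siRNF2, namely HOXB2 (1.33), HOXB3 (0.87) and HOXA2 (0.63), and 2 rose in siEED+RNF2, HOXB2 (1.02) and HOXB3 (0.66), and camera did not call the list (adjusted p = 0.33 and 0.42). With each array centred on its median, HOXA2 in siRNF2 (0.51) and HOXB3 in siEED+RNF2 (0.58) no longer reached the fold threshold, while quantile normalization gave 5 HOX genes higher in siRNF2 and 2 in siEED+RNF2. None passed the test in siEED with limma, where at an unadjusted p under 0.05 4 were lower. Of 47 developmental transcription factors, 2 fell in siEED, HAND1 (-0.81) and LHX2 (-0.79), and none passed the test in siRNF2 or siEED+RNF2, where at an unadjusted p under 0.05 6 and 7 were higher and 7 and 10 lower. Of 11 PRC2 subunits, EED fell in the 3 knockdowns. SUZ12 was called lower than siNTC in siEED+RNF2 (-0.65) and not called in siEED (-0.01) or siRNF2 (-0.06). With quantile normalization it no longer reached the threshold in siEED+RNF2 (-0.58). A direct comparison of SUZ12 between siEED+RNF2 and the single knockdowns is not given here.

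In siEED, 688 genes were higher and 485 lower, and in siRNF2 1174 were higher and 701 lower. In siEED+RNF2, 1011 genes were higher and 1109 lower, out of 18417 tested in each. The shares higher were thus 58.7%, 62.6% and 47.7% of the called genes. From the larger number of activated than repressed genes in the single knockdowns, the paper proposes that the changes fit the known repressive roles of the polycomb complexes, and it states that the dual knockdown gave similar numbers in both directions.

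The split depends on how arrays are scaled and on which transcript clusters are tested. The median over the 18417 genes differed from siNTC by 0.08 in siEED, 0.13 in siRNF2 and 0.08 in siEED+RNF2 on the log2 scale, the mean over genes by -0.010, 0.0036 and -0.011, and the median over all 33297 transcript clusters by -0.03, -0.05 and -0.04. With each array centred on its median over the genes, 502 genes were higher and 730 lower in siEED, 775 and 1253 in siRNF2, and 770 and 1414 in siEED+RNF2. Quantile normalization on top of the deposited values gave 758 and 433, 1287 and 608, and 1191 and 966. Centring on the median over all transcript clusters, chosen after the data had been seen, gave 782 and 413, 1384 and 558, and 1194 and 971. Testing every transcript cluster, with the scaling as deposited, gave 1050 higher and 1089 lower in siEED, 1604 and 1848 in siRNF2, and 1588 and 2259 in siEED+RNF2. Without the fold threshold, 3039 were higher and 3481 lower in siEED and 3852 and 4075 in siRNF2, and at a fold of at least 2 there were 161 and 64, and 308 and 115.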

EED or RNF2 depletion resulted in more gene activation than repression, consistent with their established PcG repressive functions, while dual EED + RNF2 depletion yielded similar numbers of activated and repressed genes (Supp. Fig. 4A). 

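Most genes changed in siEED were changed in the same direction in siRNF2. Of the 688 genes higher in siEED, 572 were also higher in siRNF2, which is 83.1% of the siEED genes and 48.7% of the siRNF2 genes. Of the 485 lower in siEED, 376 were also lower in siRNF2 (77.5% and 53.6%), and 1 gene was called in opposite directions. Centring each array on its median over the genes gave 398 higher and 596 lower in both, and with every transcript cluster tested there were 804 and 856, while quantile normalization gave 631 and 330. With the mean of the other knockdowns that share no siRNA target as the reference, 53 were higher and 23 lower in both. That mean includes the other single knockdown, so shared changes shrink by construction. In siEED+RNF2, 518 of the genes higher in both and 315 of those lower in both were called in the same direction again. PCK2, DDIT4, INHBE, GDF15, HHIP and the amino acid transporter gene SLC1A4 (2.39 in siEED and 2.75 in siEED+RNF2) belong to the shared increases, and A2M, DUSP6, ZNF729, CENPE, KIF20B and HMGCS1 to the shared decreases. In siWDR5 the log2 fold changes were 2.54 for PCK2, 2.56 for DDIT4, 2.47 for INHBE, 1.09 for GDF15 and 1.64 for SLC1A4. A2M (-2.13), ZNF729 (-2.18), CENPE (-1.13), KIF20B (-1.11) and HMGCS1 (-0.61) fell there as well. For these genes the change is therefore not particular to siEED and siRNF2. HHIP and DUSP6 in siWDR5, and the number of genes shared with siWDR5, are not given here.

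Independent lists of these sizes would share 43.9 higher and 18.5 lower genes. In 100 simulations of unchanged groups against the same siNTC arrays, the number of shared genes was 0. Unchanged groups give nearly no calls, so this value does not measure what the shared control adds to an overlap. Over all genes the log2 fold changes of siEED and siRNF2 correlated at 0.87 (simulated 0.50), with a covariance of 0.109 against a simulated 0.00464, a difference of 0.104, and 83.5% had the same sign (simulated 66.7%). Genes are not independent replicates here. With siEED set against 1 siNTC array and siRNF2 against the other, chosen after the data had been seen, the 2 ways of doing so gave 527 and 566 genes higher in both (76.9% and 74.7% of the siEED genes), 358 and 343 lower in both (64.0% and 70.4%), a correlation of 0.80 and a covariance of 0.103. Each comparison then has 1 control array, and part of the excess may still come from a departure that both siNTC arrays have in common.

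Genes lower in siEED+RNF2 and called in neither single knockdown numbered 604, and 172 genes were higher in siEED+RNF2 and in neither single knockdown. Tested directly, 241 of the 604 were lower in siEED+RNF2 than in both siEED and siRNF2, and 257 were not called lower than in either. Across all genes, 301 were lower in siEED+RNF2 than in siNTC, siEED and siRNF2, and 1 was higher than in all of these. CENPE was lower than in siEED by -1.23 on the log2 scale (standard error 0.09, adjusted p = 5.5e-06 from limma) and than in siRNF2 by -0.96 (standard error 0.09, adjusted p = 3.0e-05 from limma). KIF20B and ASPM, also of mitosis, were lower than in siEED by -1.18 and -1.21 and than in siRNF2 by -0.81 and -0.63. For ASPM the difference from siRNF2 fell short of the threshold without siRNF2 replicate 1 (-0.55), without siEED+RNF2 replicate 2 (-0.57) and with arrays centred on their median (-0.58). EEA1, an early endosome tether, was lower by -1.24 and -0.92, and AKAP9, a scaffold of the Golgi and centrosome, by -1.04 and -0.78. The zinc finger genes ZNF721, ZNF92 and ZNF680 were lower than in siEED by -1.51, -1.18 and -1.01 and than in siRNF2 by -1.34, -0.74 and -0.69, and 50 of the 301 genes were named ZNF. Among the 10572 tested genes of at least similar brightness, 388 were named ZNF (odds ratio 5.92 for the set, Fisher's exact test, two-sided, p = 5.1e-20, tested after the set was seen). Genes are not independent replicates, so this p-value is descriptive only. The median log2 fold change of the set against siNTC was -1.09 in siEED+RNF2, -0.19 in siEED, -0.28 in siRNF2, -0.30 in siWDR5 and -0.05 in siSETD2. The genes of the set were long, with a median span of 63904 bp in the RefSeq annotation against a median of 31973 bp for 1000 random sets of matched brightness. A loss of long transcripts in the siEED+RNF2 arrays relative to the single knockdowns therefore stays open as a cause of the set. With a fold threshold of 2 in each comparison, 29 genes remained in the set.

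**Figure D3:**
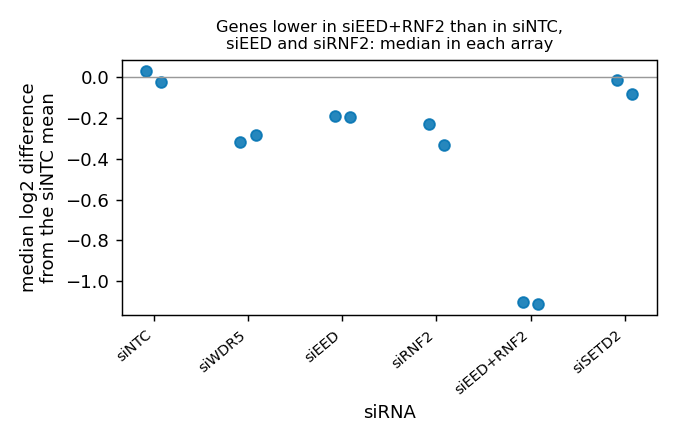
Median log2 difference from the siNTC mean (vertical axis) of the 301 genes lower in siEED+RNF2 than in siNTC, siEED and siRNF2, for each array by siRNA. Each point is an array. The siEED+RNF2 arrays lie at -1.10 and -1.11 and the siRNF2 arrays at -0.23 and -0.33. The set was chosen on these arrays, so its level in siEED+RNF2 is not an independent measure.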

Interestingly, a large proportion of targets in the individual siEED or siRNF2 knockdowns overlapped, but a large, unique set of target genes were silenced upon dual EED + RNF2 knockdown (Supp. Fig. 4B). CBX4 and WDR5 depletion resulted in more transcriptional repression than activation events (Supp. Fig. 4A). 

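ACTG2, a smooth muscle actin, had a log2 fold change of -2.86 in siWDR5 (standard error 0.12, adjusted p = 8.1e-08 from limma), and the MHC class II genes HLA-DPB1 (-1.98), HLA-DPA1 (-0.76) and HLA-DMA (-0.67) were lower. Of 18 smooth muscle and fibroblast markers 2 fell, and camera did not call this list (adjusted p = 0.13). The MHC genes were 3 of the 11 antigen presentation genes measured, of which limma called none higher (0 at an unadjusted p under 0.05), and camera did not call the list (adjusted p = 0.13). TRIM22 (-1.85), an interferon-inducible gene, MNS1 (-1.76), SCG3 (-1.66), HAPLN1 (-1.61) and HAND1 (-1.59), a mesoderm transcription factor, were also among the 10 lowest. The cyclin E genes CCNE1 (-0.68) and CCNE2 (-1.16) were lower, as was MAP2 (-0.99), a neuronal microtubule protein.

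TXNIP, an inhibitor of thioredoxin, rose by a log2 fold change of 2.58 in siWDR5 (standard error 0.06, adjusted p = 7.2e-10 from limma). CHAC1 (2.33), SESN2 (2.12), FOXR2 (1.92), SPINK1 (1.91), ALDH1L2 (1.85), of mitochondrial folate metabolism, and ABCA1 (1.83), a cholesterol exporter, were also among the 10 largest increases. VEGFA (1.55), PFKFB3 (0.78) and BNIP3 (0.61) rose among 21 genes of hypoxia and glycolysis, a list that camera called higher with a preset correlation and not with an estimated correlation (adjusted p = 0.47). BNIP3 fell short of the threshold without siNTC replicate 2 (0.56). STMN2, a neuronal gene, was higher by 1.28.

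In all, 515 genes were higher and 593 lower in siWDR5, a share of 46.5% higher. Quantile normalization on top of the deposited values gave 558 higher and 543 lower, centring on the median over all transcript clusters 613 and 483, and a fold threshold of 2 gave 91 higher and 82 lower. More were lower than higher with arrays centred on their median over the genes (528 and 579), with every transcript cluster tested (952 and 1094) and without a fold threshold (2802 and 3432).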

To determine whether transcriptional changes were connected to DNA methylation changes, we compared the transcriptionally regulated and epigenetically regulated targets within each siRNA knockdown. Overall, expression changes did not correlate significantly (positively or negatively) with DNA hypo- or hypermethylation events (data not shown), but of genes that became activated under siEED or siRNF2 depletion conditions, a large proportion experienced promoter hypomethylation (Supp. Fig. 4C). Activated genes with hypomethylated promoters under siEED or siRNF2 depletion conditions were enriched for functions involved in epidermis development, kinase activation, and cell growth (Supp. Fig. 4D). Thus, many developmental genes that are targeted by PcG and MLL/COMPASS are regulated independently of DNA methylation, but a subset of target genes are epigenetically co-regulated via DNA methylation, which we suspect provides more rigid and stable epigenetic control in the context of PcG and MLL/COMPASS regulation.

### PRC2 and MLL/COMPASS complexes inhibit DNA methylation at genes commonly targeted for hypermethylation in cancer

Given that bivalent H3K4me3 and H3K27me3-marked promoters are prone to acquiring aberrant DNA hypermethylation during cellular transformation [14, 26], coupled with our finding that PRC2 and MLL/COMPASS function to restrict DNA methylation, particularly at CGI, we asked whether loci commonly hypermethylated in cancer cells are disproportionately hypermethylated in our MLL/COMPASS- and PRC1/PRC2-depleted cells. A set of 1009 genes have been identified as commonly hypermethylated across a wide spectrum of human cancers [32]. These cancer hypermethylated genes were compared to those that sustain promoter DNA hypo- and hypermethylation changes in our siRNA knockdown conditions. Promoters that become hypermethylated by depletion of EED or WDR5 were more than twice as likely to be represented among genes hypermethylated in cancer (Fig. 6A). Similarly, genes that become hypomethylated by functional depletion of CBX4 or RNF2, or by joint knockdown of EED and RNF2, are enriched for those that commonly become hypermethylated in human cancers (Fig. 6A). These connections were present when comparing all promoters or just promoters containing CGI (Fig. 6B). Breakdown of the commonly hypermethylated in cancer gene set by the tumor types from which it was generated (breast, colorectal, prostate, lung, brain (glioblastoma), ovarian, and acute myelogenous leukemia (AML)) revealed similar associations with breast, prostate, lung, and AML tumor types (albeit with reduced significance due to smaller numbers of genes in each list) but not colorectal, glioblastoma, or ovarian tumors (data not shown). Genes susceptible to cancer hypermethylation that sustained epigenetic changes in our siRNA depleted cells were particularly enriched in embryonic patterning and morphogenesis, cell signaling pathways, and transcription; pathways commonly targeted for aberrant epigenetic silencing in human cancers [26] (Fig. 6C). In summary, MLL/COMPASS and PRC2 promote a hypomethylated state, particularly focused on promoters and CGI, while PRC1 promotes DNA hypermethylation; promoters where this interplay occurs are susceptible to aberrant DNA hypermethylation in human cancers.

**Figure 6:**
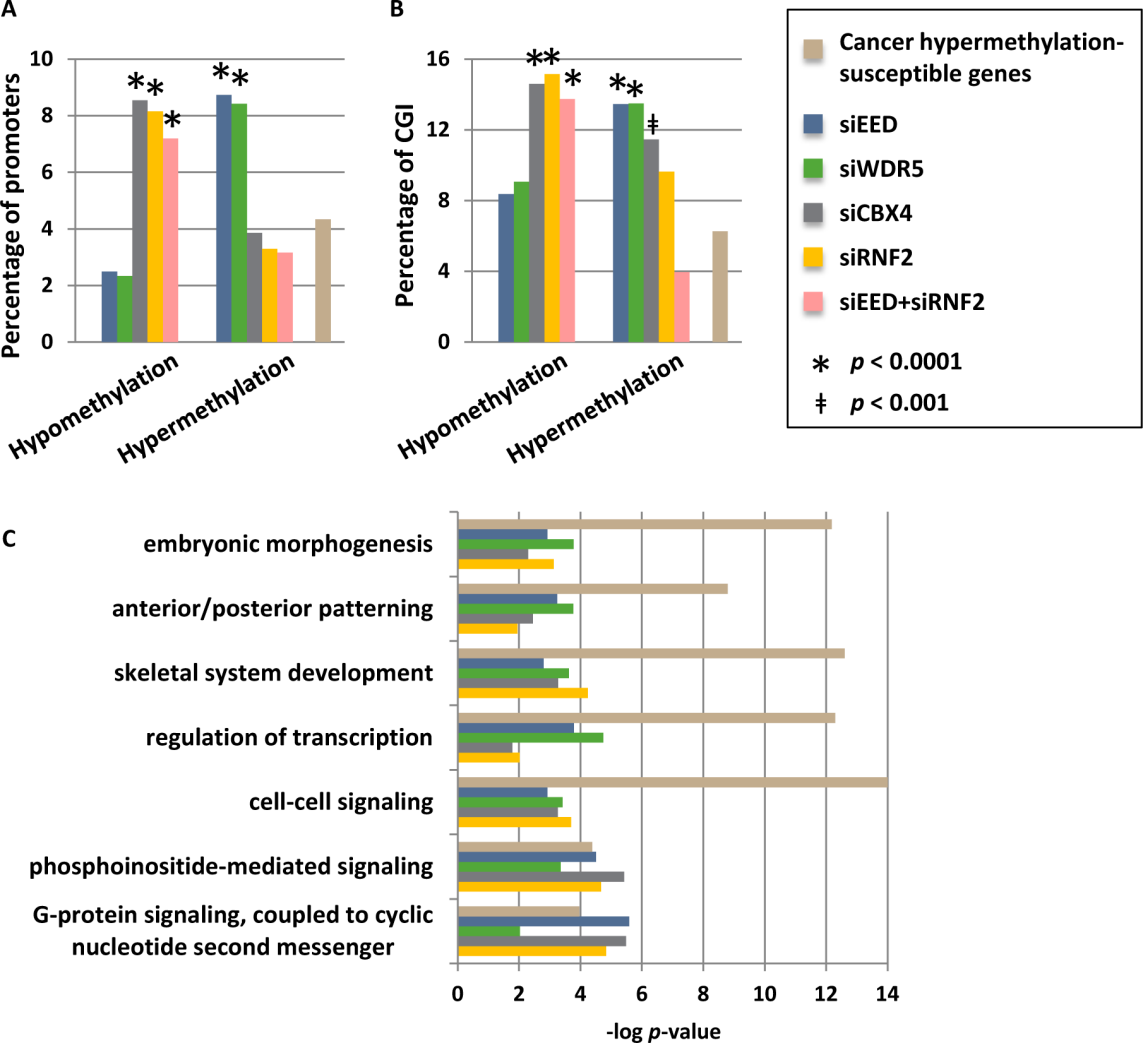
Promoters that are hypermethylated by depletion of WDR5 or EED are commonly hypermethylation in cancer (A) Genes with hypomethylated and hypermethylated promoters, or (B) CGI-containing promoters only after siRNA depletions were compared to genes previously identified as being commonly susceptible to hypermethylation in human cancers (n=1009; [32]). Shown are the percentages of differentially methylated genes for each sample that are also in the list of genes susceptible to cancer hypermethylation, and the percentage of total genes within the genome that are susceptible to cancer hypermethylation (total number of genes = 23218). Promoters with methylation changes that are overrepresented or underrepresented among the cancer hypermethylation list are designated with * when *p* < 0.0001 or ǂ when *p* < 0.001. (C) Ontology analysis of subsets of cancer hypermethylated genes that become differentially methylated under our siRNA knockdown conditions.

## DISCUSSION

Several lines of evidence suggest the existence of functional crosstalk between DNA methylation and chromatin modifications [14, 20-22, 24-26, 33], and disruption of these interactions is intimately linked to cancer initiation and progression. This study comprised the first systemic investigation into the genome-wide function of MLL/COMPASS, PRC2, and PRC1 complexes in limiting or promoting DNA methylation in human cells. MLL/COMPASS and PRC2 predominantly opposed DNA methylation at CGI and promoters. RNF2's E3 ubiquitin ligase activity in PRC1 promotes methylation, but PRC1's CBX4 subunit has dual roles in promoting methylation (at CGI) and restricting methylation (across most gene regions). Importantly, loci most impacted by both DNA hypermethylation (in EED or WDR5 depletions) and hypomethylation (in CBX4 and RNF2 depletions) overlapped extensively among the knockdowns indicating multi-layered epigenetic co-regulation, and these loci were strongly susceptible to aberrant hypermethylation in cancer. Whether MLL/COMPASS and the PcG complexes have a similar impact on the methylome of other cell types as they do in NCCIT EC cells represents an interesting topic for future studies, however our finding that many of the same genes affected in the NCCIT cell model system are also affected in primary human tumors, suggests that our results have broader applicability.

Since DNA methylation is correlated with the absence of H3K4 methylation, and since methylation of the K4 residue impairs DNMT3L interaction with chromatin (an interaction that facilitates DNMT3A and DNMT3B enzymatic activity) [22], we anticipated that H3K4me3 would prevent DNA methylation throughout the genome. Our results show that, indeed, H3K4me3 prevents hypermethylation at CGI and bivalent promoters; however perturbation of MLL/COMPASS did not result in considerable hypermethylation at other loci. This may be due to the default methylated state of CpGs outside of CGI or the presence of the CpG-binding CXXC domain within the MLL1 protein and within the H3K4 methyltransferase SET1 interacting partner CFP1, which targets the MLL/COMPASS complex primarily to unmethylated CGI [34, 35]. Hypomethylation events under MLL/COMPASS-depletion conditions may stem from global redistribution of DNMTs upon loss of H3K4me3 protected zones. Indeed, precedence for global redistribution of one epigenetic mark upon depletion of another exists [25].

The gene repressive functions of PRC1 and PRC2 during embryonic development have been known for decades [36], but their enzymatic activities have only just begun to be elucidated, and the mechanisms by which they mediate repression remain vague. PRC2 has long been thought to mediate repression through recruitment of DNMTs [20, 21], but this function may apply to a subset of loci, since only a small proportion of activated genes were hypomethylated under PRC2 depletion conditions. More recently, the CXXC-domain-containing catalytic subunit of PRC2, EZH2, was shown to bind preferentially to hypomethylated CGI [24], and peaks of H3K27me3 occupancy have been associated with transcriptional activity [37]. Our novel finding that functional perturbation of PRC2 leads to DNA hypermethylation (in addition to hypomethylation events) at a subset of genes and that this hypermethylation is significantly associated with loci that become hypermethylated in the cancer state, sheds important light on the multi-faceted roles of PRC2. As evidenced by our data, PRC2 impacts DNA methylation in both directions—hypo- and hypermethylation—but the hypermethylation effect, which predominated at CGI and promoters, was unexpected because previous studies of dominant-negative H3.3 K27M mutant glioblastomas, which have an extensive global loss of H3K27me3, reported only a DNA hypomethylation impact on the genome [33].

We show that PRC2's role (and by inference H3K27me3's role) in repressing DNA methylation preferentially occurs at loci with both H3K27me3 and H2AK119ub marks, indicating that chromatin configuration impacts PRC2 regulation of DNA methylation. We propose a model wherein H3K27me3 and H2AK119ub may function either separately (Fig. 7A) or together (Fig. 7B) in regulating DNA methylation. Two independent sets of loci were found to be hypomethylated with either H3K27me3 depletion or with H2AK119ub depletion (Fig. 5C), and we suspect PcG marks are functioning independently of one another to promote CpG methylation at these loci. Depletion of the predominant mark is sufficient for loss of CpG methylation (Fig. 7A). On the other hand, at loci where hypermethylation occurs in the absence of H3K27me3 but hypomethylation occurs with depletion of H2AK119ub, we propose a separate scenario that is supported by the canonical model for PRC1/H2AK119ub recruitment via localization of PRC2/H3K27me3 [6, 7] (Fig. 7B). Deposition of both DNA methylation-preventing H3K27me3 and DNA methylation-promoting H2AK119ub at a given locus generates a balanced, but metastable epigenetic signature—a state of transcriptional plasticity that is more easily modulated during development or in response to fluctuating environmental stimuli (Fig. 7B). If H2AK119ub is removed at these loci, H3K27me3 protects the region from CpG methylation resulting in a hypomethylated state (Fig. 7B,i). In the event of H3K27me3 loss (during normal development or aberrantly during malignant transformation), PRC1 (and by inference, H2AK119ub) promotes deposition of DNA methylation (Fig. 7B,ii). Our finding that dual depletion of EED and RNF2 exhibits the same DNA hypomethylation phenotype as that of RNF2 single knockdown suggests that PRC2 promotes this balanced epigenetic signature by inhibiting PRC1's role in promoting DNA methylation (Fig. 7B,iii). Given that loci with dual H3K27me3 and H2AK119ub marks are most impacted by DNA methylation changes in our PRC1 or PRC2 function-depleted cells, we suspect that this canonical method of PRC1 recruitment via PRC2 may be an important mechanism for establishing the precise PRC2 – PRC1 control over DNA methylation deposition. Evidence that RNF2/H2AK119ub promotes methylation at many of the same promoters protected from hypermethylation by PRC2/H3K27me3 evokes a model for why select loci become hypermethylated, while the remainder of the genome undergoes hypomethylation in tumors (Fig. 7).

**Figure 7:**
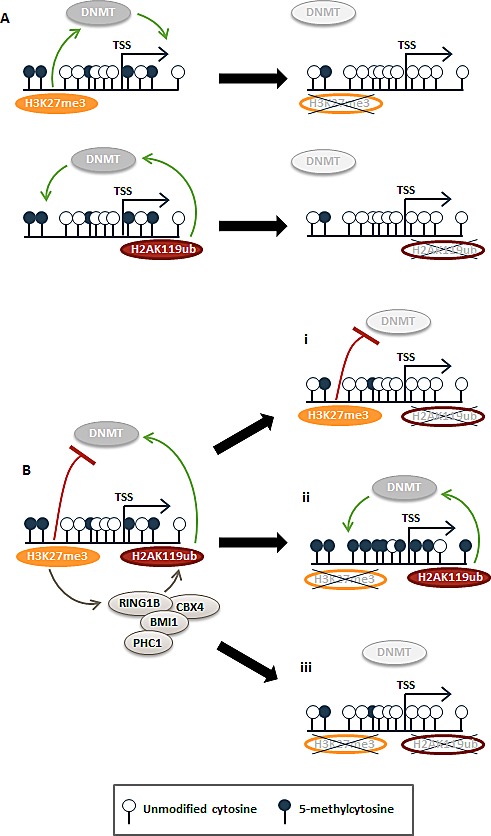
Model for how H3K27me3 and H2AK119ub epigenetic signatures modulate DNA methylation patterns (A) Two distinct subsets of genes were hypomethylated in the single siEED or siRNF2 knockdown conditions. We propose that these are loci in which PRC1 and PRC2 function independently of one another to influence DNA methylation. In the absence of PRC1 or PRC2, these loci become hypomethylated. (B) At another subset of genes, PRC2 and PRC1 act in concert to create a metastable epigenetic state. At these loci, H3K27me3 recruits PRC1 to deposit H2AK119ub. Together these marks establish opposing influences on DNA methylation: H2AK119ub promotes DNA methylation, presumably via DNMT recruitment, but H3K27me3 inhibits DNMT recruitment. With depletion of H2AK119ub, low levels of DNA methylation/DNMT recruitment are lost (i). If H3K27me3 is depleted at previously H3K27me3-marked loci, H2AK119ub remains unrestrained and promotes enrichment of DNA methylation (ii). In the event that both H3K27me3 and H2AK119ub are depleted, recruitment of DNMTs is reduced or lost.

The herein identified roles of PRC2 and MLL/COMPASS in repressing DNA methylation deposition may represent key mechanisms in preventing the aberrant DNA hypermethylation events that typify human cancer given that PRC2- and MLL/COMPASS-protected loci are frequently hypermethylated in tumor cells. Future studies that determine whether this novel PRC2 regulatory function causes DNA hypermethylation in cancers with mutations that deplete genomic H3K27me3, such as H3.3 K27M mutant glioblastomas or myeloid leukemias and lymphomas with EZH2 loss of function mutations, are clearly warranted. For such tumors, aberrant DNA methylation may represent a major or early mechanism driving cancer development and these tumors might be particularly good candidates for emerging epigenetic therapies. For cancers lacking identifiable mutations in direct regulators of H3K27me3 (i.e., cancers with EZH2 gain or loss of function or H3.3 K27M mutations), H3K27me3-patterning mechanisms might be responsible for driving aberrant DNA hypermethylation and directly or indirectly tumor initiation or promotion. Genes or pathways that stabilize or maintain H3K27me3 during cell replication therefore represent novel tumor suppressor genes that might act to restrict cancer development by inhibiting aberrant DNA hypermethylation of PRC2-regulated loci.

## MATERIALS AND METHODS

### Cell culture, siRNA transfections, and extractions

NCCIT cells (from ATCC) were grown in McCoy's 5A medium as described [17]. On-TARGETplus SMARTpools (Dharmacon, Thermo Scientific) composed of a mixture of 4 individual siRNAs targeting a single gene were used against *WDR5* (L-013383-00), *EED* (L-017581-00), *RNF2* (L-006556-00), and *CBX4* (L-008356-00) in separate experiments and a combination of *EED* and *RNF2* pools together for the siEED+siRNF2 experiment. SiRNA transfection with a negative control non-targeting siRNA (D-001206-13-20; Dharmacon, Thermo Scientific) was performed in parallel. For siRNA transfections, 4.5 × 10^4^ NCCIT cells were seeded to each well of a 6-well plate. At 24 and 48 hours post seeding, cells were transfected using PepMute siRNA transfection reagent (SignaGen) prepared according to the manufacturer's protocol. Fresh growth medium (900 μl) was added to cells 30 minutes prior to addition of 100 μl of transfection reagent mix. The siRNA transfection mix for single targets contained 100 μl of PepMute transfection buffer, 1 μl of 40 μM siRNA pool, and 1.5 μl of PepMute reagent. For double EED and RNF2 siRNA targeting, a transfection mix with 100 μl of PepMute transfection buffer, 1 μl of 40 μM siRNA pool for each siRNA pool, and 3 μl of PepMute reagent was used. Fresh media was added to cells at 72 hours post-seeding, and cells were harvested at 96 hours post-seeding. Total RNA was extracted by Trizol homogenization and purified according to the manufacturer's protocol (Life Technologies). Genomic DNA was extracted by proteinase K digestion and phenol:chloroform extraction as described [38]. Histone acid extracts prepared in 0.1 N HCl and buffered with 100 mM Tris pH 9.0 were used for histone mark western blots and RNF2 western blot; whole cell extracts prepared in RIPA buffer with protease inhibitors were used for WDR5, KU70, CBX4, and PCNA western blots.

### Experimental validation by QRT-PCR expression analysis and western blotting

CDNA synthesis, QRT-PCR, and data analysis was performed as described previously [39]. QRT-PCR primers were designed and selected for optimal efficiency based on their performance with a standard curve of cDNA template. QRT-PCR was performed with at least three replicates. Primer sequences are listed in Supplementary Table 1. Antibodies used for western blotting were: H3K4me3 (Active Motif 39159), H3K4me2 (Millipore 07-030), H3K4me1 (Abcam ab8895), Histone H3 (Abcam ab1791), WDR5 (Bethyl A302-430A), KU70 (Santa Cruz sc9033), H3K27me3 (Millipore 07-449), H3K27me2 (Abcam ab24684), H3K27me1 (Millipore 07-448), H2AK119ub (Millipore 05-678), RNF2 (a gift from H. Koseki), CBX4 (Santa Cruz sc19299), and PCNA (Santa Cruz sc56).

### Affinity-based capture of 5mC and sequencing library preparation

Prior to affinity pull-downs, aliquots of 5 μg of genomic DNA in 130 μl TE were sheared to less than 400 bp on a Covaris S220 focused-ultrasonicator according to the manufacturer's instructions. Sheared samples were ethanol precipitated and resuspended in TE buffer. Two micrograms of sheared DNA was used as input for the MethylMagnet methylated-CpG DNA isolation kit according to the manufacturer's instructions (Ribomed) and reactions were performed in quadruplicate for each sample. DNA sequencing libraries were generated from the 5mC captured DNA and sequenced as described [17]. Libraries were sequenced on an Illumina HiSeq2000 (50 bp read length) at the Tufts University Genomics Core Facility.

### Data analysis

Raw sequencing reads were mapped to the UCSC human genome hg19 build using BWA V0.5.9 [40] with a default parameter setting. Multiply mapped reads and uniquely mapped reads with mismatches and indels > 5% of read lengths were filtered out. SICER V1.1 [41] was used to identify peaks in a sample and differentially enriched regions between two samples relative to an input with the following parameters: redundancy allowed = 1, window size = 200, fragment size = 300, effective genome size = 0.854, gap size = 600, E-value = 1000, false discovery rate = 0.01. In-house scripts annotated peaks and differentially enriched regions with RefSeq and CGIs in the UCSC genome browser [42], and classified them as promoter (−1kbp - +1 for TSS), body, and 3' end (TTS + 1kbp). In some cases, gene bodies were further classified into 5' UTR, exon, protein coding exon, 3' UTR, and intron. Genes were also stratified based on their promoter CpG density (high CpG density-HCP, intermediate CpG density-ICP, and low CpG density-LCP) using the criteria in [43]. In this classification, HCP are ‘strong’ CGIs while ICP are ‘weak’ CGIs. LCPs are a distinct class. Gene lists in promoters and bodies were analyzed using in-house scripts via the DAVID server (default settings) for functional annotation using gene ontologies and pathways [44]. After discarding more than two reads mapping to the same location, mapped reads were lengthened to the 3'-end to reflect their original length, and counted based on their midpoint for genomic features such as genes, CGIs, and repeats. A genomic feature was binned by relative positions including upstream and downstream regions. Different numbers of mapped reads per sample were taken into account by calculating FPKM (fragments per kilobase per million fragments mapped). To illustrate the change in tag density around genes, a relative length window for gene bodies was used and the average of normalized read coverage in a window was measured. Genes with differentially methylated promoters in each sample are listed in Supplementary Table 2. Gene expression microarray analysis was performed as described in [45]. Differentially expressed genes are listed in Supplementary Table 3.

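Supplementary Table 3 gives, for each knockdown, a transcript identifier, a gene name, a log2 fold change against siNTC, a p-value and a q-value. It states no threshold. Of the paper's values in it for siWDR5, siEED, siRNF2 and siEED+RNF2, the smallest absolute log2 fold change was 0.585 and the largest q-value 0.0485. The paper's table lists 549 transcripts higher and 628 lower in siWDR5, 720 and 506 in siEED, 1239 and 739 in siRNF2, and 1083 and 1163 in siEED+RNF2. Matched by name to the genes tested here, 494 of 500 higher and 563 of 568 lower genes in siWDR5 were also called by limma in the same direction. The corresponding numbers were 653 of 661 and 462 of 466 in siEED, 1133 of 1145 and 663 of 675 in siRNF2, and 968 of 979 and 1061 of 1073 in siEED+RNF2. Of the lower genes, 1 in siRNF2 and 1 in siEED+RNF2 were called in the opposite direction here, and the remaining unmatched genes were not called. Of 167 log2 fold changes that are both named here and listed in the paper's table, 159 lay within 0.005 of the paper's. PCK2 in siEED was 3.09 here (standard error 0.06, n = 2 arrays in each group, adjusted p = 1.9e-10 from limma).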

### Infinium 450k and MeDIP-qPCR analysis

Genomic DNA was bisulfite treated and applied to the Infinium HumanMethylation450 BeadChip array [30] according to Illumina's protocols. Hybridization-based fluorescence intensity signals were read by the Illumina BeadStation GX scanner. Methylation profiling was performed with Illumina's GenomeStudio methylation module software. The ratio of fluorescent signals from the methylated alleles to the sum of the signals from all methylated and unmethylated alleles was derived to determine methylation beta values at all interrogated sites. Beta values from the siWDR5 and siNTC samples were compared, and differences of > 0.2 or < −0.2 and with p-values < 0.05 were the criteria used for differential methylation. Gene promoters (defined as the −1700 bp upstream of the TSS) containing one or more differentially methylated probes were classified as hypo- or hypermethylated.

MeDIP-qPCR. Five micrograms of RNA-free genomic DNA in 130 μl of TE buffer was sonicated to an average size of 400bp using a Covaris S220 sonicator. The DNA fragment sizes of 300 – 500bp were confirmed by agarose gel electrophoresis. DNA (2.5 μg) was added to MeDIP buffer (10 mM sodium phosphate (pH 7.0), 140 mM NaCl, 0.05% Triton x-100) and 10% of the volume was removed and kept as input in elution buffer (10 mM Tris-HCl (pH 8.0), 10 mM EDTA, 150mM NaCl, 5 mM DTT, 1% SDS) at -20°C. To the remainder of the sample, 1 μg of mouse monoclonal 5mC antibody (Diagenode, clone 33D3; catalog # C15200081-100) was added and incubated with rotation for three hours at 4°C. Three microliters of bridging antibody (Active Motif, catalog #53017) and 20 μl of pre-washed protein-G agarose beads were added, and rotated at 4°C overnight. The beads were washed three times with MeDIP buffer and two times with TE buffer, and the specifically bound DNA fragments were eluted twice with 50 μl of elution buffer at 65°C for 10 minutes. After purification with the MinElute PCR purification kit (Qiagen, catalog # 28004), the immunoprecipitated DNA and the input were used as templates for real-time qPCR for quantifying enrichment of specific loci defined in the 5mC-seq assays using the primers listed in Supplemental Table 1. The qPCR was performed with SYBR Green Supermix (Bio-Rad, catalog # 172-5274) using a C1000 Touch Thermal Cycler (with CFX96 real time system). PCR conditions were as follows: 95°C for 30 s; 95°C 5 s followed by 60°C 20 s for 40 cycles. Enrichment of methylation was calculated based on the formula: enrichment relative to input=2^-(sample aver Ct-Input aver Ct).

### Gene ontology analysis and statistical methods for data set comparisons

Ontology analysis was performed using the functional annotation tool within the DAVID bioinformatics database [44, 46]. Fisher's Exact test with a two-tailed p-value calculation was used for testing the significance of data set comparisons as described previously for similar data sets [47]. For added stringency, a modified EASE score was applied to all Fisher Exact tests [44, 46].

### Data access

Sequencing and expression microarray data has been deposited into the NCBI Gene Expression Omnibus database under accession GSE56539.

## SUPPLEMENTARY INFORMATION FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

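Expression was measured in NCCIT embryonal carcinoma cells on 12 Affymetrix Human Gene ST arrays, with 2 arrays for each of siWDR5, siEED, siRNF2, siEED+RNF2, siSETD2 and siNTC. Conditions and replicate numbers were taken from the submitters' labels and the paper. The 5mC-seq data were not analysed here. The siNTC arrays carry the label of a re-analysis, and nothing in the sources used here gives the day on which any array was run.

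The authors deposited 1 table of log2 values, with 33297 transcript clusters and a column per array, and every value column was used (columns not used: 0). The submitters' processing notes name GCRMA and Partek, and their versions and settings are not given in the sources used here. The deposited values therefore already include a background correction and a normalization between arrays, and no further normalization was applied in the reported results. Such a normalization sets the overall level of each array, so the balance between genes called higher and lower depends on it. Of the 33297 values per array, 0 to 9 were identical between the replicate arrays of a condition.

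Clusters were named through the platform annotation, with symbols updated by gene number against the RefSeq annotation of GRCh38.p14, from which gene spans were also taken and no coordinates are printed. Of the clusters, 12083 have no gene listed, 19460 have 1 gene (19429 matched by gene number) and 1754 have several. A cluster with several genes was not named, and a cluster that the annotation does not list is unnamed here. Among several clusters of a gene (769 genes), the one with the highest mean over all arrays stood for it, which left 18417 genes. No filter on dim genes was applied.

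A linear model with a mean per condition was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, leaving 6 residual degrees of freedom, followed by contrasts against siNTC and empirical Bayes moderation. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5. The paper's text names no threshold, and these limits follow the values in Supplementary Table 3. In the same fit, siEED+RNF2 was compared with siEED and with siRNF2, and the interaction of the single knockdowns was tested (siEED+RNF2 minus siEED minus siRNF2 plus siNTC). The overlap of siEED and siRNF2 was set beside 100 simulations of unchanged groups against the same siNTC arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

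The fit was tested on simulated data made from the real means and spreads. For siWDR5, 22 of 50 genes with a simulated log2 change of 0.6 were called, 48 of 50 at 0.8, 48 of 50 at 1 and 50 of 50 at 2, with 1 call among 18217 unchanged genes. For the interaction, 15, 43, 43 and 50 of 50 were called, with 2 calls among the unchanged genes. In an unchanged siEED group there were 0 calls among 18417 genes.

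29 gene lists were fixed before the data were examined, together with the rule for the genes named and the alternatives, apart from those said to be added later: PRC2 subunits, PRC1 subunits, MLL/COMPASS subunits, DNA methylation machinery, pluripotency factors, ATF4 amino acid response, ER chaperones and ER-associated degradation, cholesterol synthesis and uptake, mitosis, DNA replication, p53 targets, HOX genes, developmental transcription factors, endoderm and yolk sac, mesoderm, smooth muscle and fibroblast, neuroectoderm, trophoblast and blood cell markers, germline and meiosis genes, cancer-testis genes, epidermis development, interferon-stimulated genes, antigen presentation, hypoxia and glycolysis, ERK targets, imprinted genes, replication-dependent histone genes and small nucleolar RNA genes. The top of Supplementary Table 3 had been read when they were written. Each list was tested in each knockdown with limma's camera at a preset correlation of 0.01, which gave 18 calls over the 5 knockdowns, and again with an estimated correlation, which gave 4.

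The genes named were the siRNA targets and genes the paper names for these cells, the 10 highest and 10 lowest log2 fold changes per comparison among called genes whose arrays all lie beyond those of siNTC, up to 4 called members of each list with the largest change, and the 10 largest values of the interaction and of the set lower in siEED+RNF2. Symbols of small nucleolar, micro or uncharacterized RNA and open reading frame names were counted but not named.

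The alternatives were a fit of the compared groups alone, the replicate number as a block, no moderation of the variance, a variance trend with robust moderation, quantile normalization, centring each array on its median over the genes, leaving out the 30% dimmest genes, the mean of a gene's clusters, every transcript cluster, no fold threshold, a fold of at least 2, an adjusted p under 0.01, the mean of the other knockdowns that share no siRNA target as the reference (siWDR5 and siSETD2 for siEED+RNF2, and without siEED+RNF2 for siEED and siRNF2), and leaving out each array in turn. The interaction with siSETD2 or siWDR5 in place of siNTC, centring each array on its median over all transcript clusters, and setting siEED against 1 siNTC array and siRNF2 against the other, were added after the results were seen. Supplementary Table 2 was not used here.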

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

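The tests of siNTC as the source of the ATF4 response and of the genes shared, or not shared, between the baselines of the interaction, on all arrays and on separate arrays, were chosen after the results were seen, and the interaction with siSETD2 or siWDR5 as the baseline was added after the data had been seen.

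SiSETD2, a condition the paper does not report on, had 486 genes higher and 586 lower than siNTC by limma. DNMT3L, a cofactor of de novo DNA methylation whose expression the paper does not discuss, had log2 fold changes of 2.19 in siEED, 1.84 in siRNF2 and 2.46 in siEED+RNF2 (standard error 0.07 each), against 0.42 in siWDR5 and 0.12 in siSETD2, which did not reach the fold threshold. The interaction of siEED and siRNF2 passed the test in 2086 genes. For 1044 of them the call was lost, or had the opposite sign, with siSETD2 as the baseline. Taken singly, these genes cannot be told apart from an effect of siNTC arrays that alone stand apart. On separate arrays most genes that lost the call kept the sign.

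The ATF4 amino acid response was higher in siWDR5, siEED, siRNF2 and siEED+RNF2. In siSETD2, compared with the same siNTC arrays, the median log2 fold change of its 45 genes was 0.0052, and compared directly with siSETD2 25, 33, 37 and 36 of them were higher in the 4 knockdowns, which argues against siNTC arrays that alone stand apart. The highest median of 10000 random lists matched on brightness was 0.18 in siWDR5, where the list had 0.91, which argues against an intensity-dependent difference in normalization. A biological response to the loss of these proteins stays open and untested, and so does an effect of the siRNA pools other than the loss of their targets. The arrays of the 4 knockdowns correlated with those of another condition at up to 0.9934 to 0.9952, and those of siSETD2 and siNTC at up to 0.9898 to 0.9905, so a difference in handling that sets siSETD2 and siNTC apart from the others may also contribute, which the design cannot exclude.

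The genes lower in siEED+RNF2 than in siNTC, siEED and siRNF2 (301) fell by a median of 0.85 on the log2 scale against the mean of the single knockdowns. The difference of a gene between the replicate arrays of a condition had a median over the set of at most 0.105 in size (in siRNF2). This lay between the bounds set beforehand for excluding and for accepting variation between arrays in labelling or hybridization, so that this variation stays open. Among 18091 genes outside the set, the same difference fell with the length of the gene (Spearman's rho -0.22, and -0.31 among the 10265 brighter genes, across genes, which are not independent replicates), while the log2 fold changes against siNTC had rho between -0.046 in siEED+RNF2 and 0.076 in siRNF2 (among the brighter genes between -0.11 in siEED+RNF2 and 0.097 in siWDR5). A loss of long transcripts in the siEED+RNF2 arrays relative to the single knockdowns would give such a trend. The test of this explanation went with it, so this loss stays open as a cause. Against siNTC the log2 fold changes rose with length in the single knockdowns (rho 0.062 in siEED and 0.076 in siRNF2). The trend therefore cannot be placed in the siEED+RNF2 arrays alone. The span of a gene is also only a stand-in for the length of its transcript. A biological effect of the dual depletion stays open, and so does the use of 2 siRNA pools in siEED+RNF2, which no control here matches.

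The interaction passed the test below 0 in 1369 genes and above 0 in 717, and was lowest among named genes for TAC1 (-4.05), CLGN (-3.72), LAMP3 (-3.69), INHBE (-3.68) and HHIP (-3.56), so that the dual knockdown changed these by less than the sum of the single ones. With siSETD2 as the baseline 1964 genes passed, 1042 of them with the same sign as with siNTC and 20 with the opposite sign, and of the ATF4 list 35 of 45 genes passed below 0 (median -1.21), against 38 with siNTC (median -1.20, adjusted p = 0.0044 from limma's camera with an estimated correlation). Of the genes called with siNTC on 1 array each of siEED, siRNF2 and siEED+RNF2 (2103 and 2024 in the 2 splits), at least 88.0% had the same sign with siSETD2 and the other arrays of these conditions, with medians of 0.54 and 0.53 in that direction against 0.79 in both splits on the arrays of the call, where siNTC arrays that alone stand apart would leave medians near 0, which argues against these for the 1042 genes and as the only cause of the interaction. The other 1044 genes are defined by not passing, or by the opposite sign, with siSETD2. On the separate arrays 1867 of the 2103 and 1782 of the 2024 genes kept the sign with siSETD2. These included most of the genes that did not pass there. This argues against siNTC arrays that alone stand apart as the only cause for genes that lost the call on the separate arrays, taken as a set. The 1044 genes themselves were not tested on separate arrays. For any single gene of the 1044, such arrays and an interaction cannot be told apart. With siWDR5 as the baseline at least 87.2% had the same sign, which met the bound set beforehand. The medians in that direction were 0.43 and 0.44, against 0.79 on the arrays of the call. SiNTC and siSETD2 arrays that together stand apart would leave medians near 0 only if siWDR5 differs from them by as much as the other knockdowns. A smaller difference in siWDR5 would keep the sign and lose part of the size. The ATF4 list has such a smaller difference (median 0.91 in siWDR5, 1.11 in siEED and 1.19 in siRNF2). The test therefore cannot decide, and such arrays stay open as a cause. Of the ATF4 list 11 genes passed below 0 and its median was -0.28. The list is itself higher in siWDR5 (median 0.91), which shrinks this median whatever raised the list. For the list, siNTC and siSETD2 arrays that together stand apart cannot be told apart from a biological interaction, which stays untested.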

How the results depend on the processing

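Centring each array on its median over all transcript clusters, siEED and siRNF2 against separate siNTC arrays, and the interaction with siSETD2 or siWDR5 in place of siNTC, were chosen after the data had been seen. The interaction gave 1964 and 1588 genes past the threshold against 2086. Of these, 1042 with siSETD2 and 845 with siWDR5 were among the 2086 with the same sign, and 20 and 10 with the opposite sign. The totals are therefore closer to each other than the genes behind them.

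Of 15 counts of genes, each stayed within 1.5 times its value in the reported fit with only the compared groups in the fit, without moderation of the variance, with a variance trend and robust moderation, with quantile normalization, without the 30% dimmest genes, with the mean of a gene's clusters, with arrays centred on their median over all transcript clusters and at an adjusted p under 0.01. So did those of siEED and siRNF2 against separate siNTC arrays, and all with any array left out, where the lone array of a condition is assumed to vary like the others. The numbers higher and lower were then 510 to 555 and 574 to 692 in siWDR5, 644 to 765 and 468 to 559 in siEED, 1135 to 1237 and 694 to 794 in siRNF2, 1024 to 1086 and 1057 to 1194 in siEED+RNF2, 489 to 561 and 568 to 632 in siSETD2. In both siEED and siRNF2, 533 to 624 genes were higher and 355 to 433 lower. Genes lower in siEED+RNF2 and called in neither single knockdown numbered 555 to 660, those lower than in both 260 to 332, and those past the threshold of the interaction 1974 to 2281.

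The replicate numbers share only a number. Over 15 pairs of conditions the replicate differences correlated at -0.11 to 0.16, with a median of 0.0056. With the replicate number as a block, 700 genes were lower in siRNF2 (701 without the block), 484 higher and 587 lower in siSETD2 (486 and 586) and 516 higher in siWDR5 (515).

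With each array centred on its median over the genes, 730 genes were lower in siEED, 775 higher and 1253 lower in siRNF2, and 596 lower in both, and the cause was not tested. The next alternatives move the counts by their construction. Taking every transcript cluster as a test gave 952 and 1094 in siWDR5, 1050 and 1089 in siEED, 1604 and 1848 in siRNF2, 1588 and 2259 in siEED+RNF2, 868 and 967 in siSETD2 (higher and lower), with 856 lower in both, 974 lower in siEED+RNF2 and called in neither single knockdown and 3160 for the interaction. More were then lower than higher in siEED and siRNF2, and the cause of that was not tested. Without a fold threshold there were 2802 and 3432 in siWDR5, 3039 and 3481 in siEED, 3852 and 4075 in siRNF2, 3793 and 3962 in siEED+RNF2, 2912 and 2917 in siSETD2, 2546 and 2717 in both, 1029 lower in siEED+RNF2 than in siNTC, siEED and siRNF2 and 5614 for the interaction. At a fold of at least 2 there were 91 and 82 in siWDR5, 161 and 64 in siEED, 308 and 115 in siRNF2, 238 and 328 in siEED+RNF2, 85 and 135 in siSETD2, 137 and 42 in both, 245 lower in siEED+RNF2 and called in neither, 29 lower than in siNTC, siEED and siRNF2 and 456 for the interaction.

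With the mean of the other knockdowns that share no siRNA target as the reference, the numbers of genes higher and lower were 156 and 370 in siWDR5, 144 and 75 in siEED, 453 and 127 in siRNF2, 595 and 713 in siEED+RNF2, and 53 and 23 in both. The sign of the log2 fold change reversed there for 34 of the values of named genes. This follows from the construction, since those knockdowns then have on average the same change in larger size, and says nothing about the siNTC arrays. In siWDR5 these were DDIT4 -0.25, INHBE -0.39, ALDH1L2 -0.088, ZNF729 0.19, A2M 0.52, VEGFA -0.018, DPPA3 -0.24, MAP2 0.058, CENPE 0.12, KIF20B 0.15, ASPM 0.35, SC5D 0.040, MSMO1 0.18, HMGCS1 0.86, DNMT3L -1.24, IFITM1 -0.29 and H1-3 -0.35. Those in siEED were A2M 0.081, ZNF729 0.072, DPPA3 -0.19, HMGCS1 0.069 and HAND1 0.55. In siRNF2 these were EED 0.089, A2M 0.015, DPPA3 -0.12 and H1-3 -0.14. Those in siEED+RNF2 were SLC5A9 -0.061, A2M 0.012 and DPPA3 -0.29. In siSETD2 these were EED 0.60, POSTN 0.13, DDIT4 -1.60, DNMT3L -1.60 and IFITM1 -0.086.

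Over 272 values of named genes and their alternatives, 4654 in all, 4450 kept their call or stayed without one, 146 lost the call, 24 gained it and 34 reversed. DDIT4 lost the call in the interaction with siWDR5 in place of siNTC (-0.57), and HMGCS1 in siWDR5 (-0.57) and CHAC1 in siSETD2 (-0.57) with arrays centred on their median over all transcript clusters. Of 18 calls of gene lists with camera over the knockdowns, 4 held with an estimated correlation. The log2 values record no background signal, so a limit of detection could not be set for dim genes.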

Differences from the paper's values

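Of 167 log2 fold changes compared with the paper's Supplementary Table 3, 4 differed by more than their standard error here. TRIM22 in siWDR5 had a log2 fold change of -1.85 here, where the paper's value is -1.12. None of the alternatives set before the data were examined came within the standard error of the paper's value: they ranged from -1.87 without siNTC replicate 2 to -0.43 with the other knockdowns that share no siRNA target as the reference. DPPA3 was 1.50 here in siEED, where the paper's value is 1.57, and 1.55 in siRNF2, where the paper's value is 1.64. In both, the mean of the gene's clusters (1.57 and 1.64), quantile normalization (1.55 and 1.62) and leaving out siNTC replicate 1 (1.55 and 1.60) came within the standard error, as did leaving out siEED replicate 1 (1.52) in siEED, and the other alternatives did not. TET2 in siEED+RNF2 was -0.66 here, where the paper's value is -0.76. The mean of the gene's clusters (-0.76), arrays centred on their median (-0.74) and leaving out siNTC replicate 1 (-0.73) came within the standard error, and the other alternatives did not.

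The paper shows DNMT3B above the control in siEED by QRT-PCR in Fig. 1A and describes the expression of the DNA methyltransferases as largely stable. On the arrays DNMT3B had a log2 fold change of -0.56 in siEED, which did not reach the fold threshold, and was lower by -0.71 in siRNF2 and -0.62 in siEED+RNF2, while DNMT1 (0.06, -0.10 and 0.06) and DNMT3A (-0.14, -0.18 and -0.20) did not reach it in any of the 3. With each array centred on its median, DNMT3B reached it in siEED as well, at -0.64, as it did without siEED replicate 2 (-0.62), and in siEED+RNF2 it no longer reached it with quantile normalization (-0.58) or with arrays centred on their median over all transcript clusters (-0.58), which was chosen after seeing the values.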

Other observations

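No test reported in this part was chosen after its result was seen.

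In siSETD2, CLDN16 (a log2 fold change of 3.90) and SLC5A9 (3.74), which encode a tight junction protein and a sugar transporter, had the highest values among the named genes, followed by H2AC4 (2.34), TCL1B (2.20), DPPA3, P3H2 (1.84) and GPR50 (1.80). SHISA3 (-3.88), ACTG2 (-3.39), NNAT (-2.79), FLT1 (-2.71), IL13RA2 (-2.58), PLXDC2 (-2.36) and SELENOP (-2.33) were lower, each with a standard error of at most 0.12. Among 18 smooth muscle and fibroblast markers ACTG2, FN1 (-1.14) and POSTN (-0.68) fell, and among the antigen presentation genes HLA-DPB1 (-1.29), HLA-DMA (-1.02) and B2M (-0.74). Of 47 developmental transcription factors 3 fell, HAND1 (-1.94), LHX2 (-1.08) and TBX5 (-0.93), and of the trophoblast markers TFAP2A (-1.61). Of 21 pluripotency factors 4 rose, DPPA3, L1TD1 (0.67), KLF4 (0.62) and DPPA4 (0.59), of which KLF4 fell short of the threshold without siSETD2 replicate 1 (0.57) or siNTC replicate 2 (0.51) and DPPA4 without siSETD2 replicate 2 (0.58) or siNTC replicate 2 (0.58), with quantile normalization (0.56) and with arrays centred on their median over the genes (0.58). Of 21 genes of hypoxia and glycolysis 3 rose, PFKFB3 (1.16), PFKFB4 (0.99) and BNIP3 (0.70), and ADM (-1.54) fell. Camera called the smooth muscle, pluripotency and hypoxia lists, and these calls were lost with an estimated correlation (adjusted p = 0.29, 0.29 and 0.40), while it did not call antigen presentation (adjusted p = 0.052) or the developmental transcription factors (adjusted p = 0.066).

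Among 14 genes of the DNA methylation machinery, 2 rose in siEED, 1 in siRNF2 and 2 in siEED+RNF2, DNMT3L each time, and DNMT3B, HELLS (-0.93) and TET2 fell in siEED+RNF2. The other gene higher in siEED was TET3 (0.63), which fell short of the threshold without siEED replicate 2 (0.58). With each array centred on its median over the genes, 1 rose and 2 fell in siEED, and 1 rose and 4 fell in siRNF2 and in siEED+RNF2. SOX2 had values of 0.06 in siWDR5, -0.19 in siEED, -0.08 in siRNF2 and -0.25 in siEED+RNF2, and L1TD1 (-1.08) and LIN28B (-0.90) fell in siEED+RNF2, where 3 pluripotency factors rose and 3 fell. Of these factors 2 rose and 2 fell in siWDR5, 2 rose and 1 fell in siEED, and 1 rose and 2 fell in siRNF2. NAT14 and TLX2, whose promoters the paper reports as changed in methylation, had log2 fold changes of 0.17 and -0.08 in siWDR5, 0.18 and -0.02 in siEED, and 0.21 and -0.24 in siRNF2, and none reached the fold threshold. TSPAN2 was -0.21 in siWDR5, which did not pass the test, and higher by 1.01 in siSETD2 (adjusted p = 1.9e-05 from limma).

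The linker histone gene H1-3 rose in siWDR5 (0.84), siEED (1.12), siRNF2 (0.93), siEED+RNF2 (1.48) and siSETD2 (1.23), and 3 of 9 replication-dependent histone genes rose in siEED+RNF2, a call of camera lost with an estimated correlation (adjusted p = 0.56). Among these 3, H2BC5 (0.59) fell short of the threshold with arrays centred on their median over the genes (0.51). It also fell short without siEED+RNF2 replicate 2 (0.56) or siNTC replicate 2 (0.52). Small nucleolar RNA genes moved both ways, with 23 of 192 lower and 11 higher in siWDR5 (24 lower adjusted over the list alone), 24 and 8 in siEED, 27 and 10 in siRNF2, 13 and 23 in siEED+RNF2, and 16 and 9 in siSETD2. Centred arrays (median over the genes) gave 32 lower and 2 higher in siEED, 39 and 5 in siRNF2, and 19 and 19 in siEED+RNF2. The call of this list in siEED was lost with an estimated correlation (adjusted p = 0.85), and its interaction passed the test above 0 in 41 genes and below 0 in 3 (adjusted p = 0.73 with an estimated correlation). Of the 19 cholesterol genes 12 passed the test of the interaction above 0 (median 0.68, adjusted p = 0.076 with an estimated correlation).

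The other lists had no call with camera in any knockdown. Up to 4 of 19 p53 targets rose and up to 3 fell in a knockdown, and of 28 DNA replication genes up to 3 rose and up to 2 fell. Of 19 ER chaperones and genes of ER-associated degradation, up to 3 rose and up to 2 fell. In siRNF2 the balance of the ER genes (3 higher, 2 lower) and of the replication genes (3 higher, 1 lower) turned with arrays centred on their median (1 and 4, and 1 and 5). Up to 2 of 18 PRC1 subunits rose and up to 1 fell, and in siEED the balance of 1 higher turned into 1 lower with arrays centred on their median. Up to 2 of 17 MLL/COMPASS subunits fell. Of the cell type markers, 3 of 12 mesoderm genes fell in siSETD2 and 1 or 2 in the other knockdowns, up to 1 of 12 endoderm genes fell, up to 1 of 12 trophoblast genes rose or fell, and of 14 neuroectoderm genes up to 1 rose and up to 2 fell. Of 5 blood cell markers and 15 cancer-testis genes, limma called none, and at an unadjusted p under 0.05 up to 1 and up to 4 were lower and 0 and up to 3 higher. Up to 2 of 25 germline and meiosis genes rose and up to 2 fell in a knockdown, up to 2 of 14 imprinted genes rose and up to 2 fell, and up to 1 of 19 interferon-stimulated genes rose and up to 1 fell. Of 25 genes of epidermis development up to 2 rose (ITGB4 at 0.87 and DSP at 0.71 in siEED).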
